# Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato

**DOI:** 10.3389/fpls.2022.828743

**Published:** 2022-04-11

**Authors:** Stuart Y. Jansma, Lidiya I. Sergeeva, Yury M. Tikunov, Wouter Kohlen, Wilco Ligterink, Ivo Rieu

**Keywords:** plant reproduction, *Solanum lycopersicum* (tomato), pollen development, salicylic acid, jasmonic acid, high temperature stress, transcriptome analysis (RNAseq), male fertility

## Abstract

Exposure to high temperatures leads to failure in pollen development, which may have significant implications for food security with ongoing climate change. We hypothesized that the stress response-associated hormone salicylic acid (SA) affects pollen tolerance to long-term mild heat (LTMH) (≥14 days exposure to day-/nighttime temperature of 30–34/24–28°C, depending on the genotype), either positively, by inducing acclimation, or negatively, by reducing investment in reproductive development. Here, we investigated these hypotheses assessing the pollen thermotolerance of a *35S:nahG* tomato line, which has low SA levels. We found that reducing the SA level resulted in increased pollen viability of plants grown in LTMH and further characterized this line by transcriptome, carbohydrate, and hormone analyses. Low expression of *JAZ* genes in *35S:nahG* and LTMH hypersensitivity of low-jasmonic acid (JA) genotypes together suggest that the increased pollen thermotolerance in the low-SA line involves enhanced JA signal in developing anthers in LTMH. These findings have potential application in the development of more thermotolerant crops.

## Introduction

Higher temperatures caused by climate change result in a significantly lower crop yield (Lobell and Field, 2007; Battisti and Naylor, 2009). In the second decade of the 21st century, the average global surface temperature has already increased by 1.09°C, relative to the estimated average global surface temperature during 1850–1900, and it is expected to increase further in the coming decades (Masson-Delmotte et al., 2021). This higher temperature results in an increase in the frequency, duration, and intensity of heatwaves (Masson-Delmotte et al., 2021).

Heat wave-type high-temperature stress [“long-term mild heat” (LTMH)] during flower development has been associated with a reduction in yield in many crop species (Charles and Harris, 1972; Munakata, 1976; Herrero and Johnson, 1980; Saini and Aspinall, 1982; Gibson and Paulsen, 1999; Angadi et al., 2000; Sato et al., 2002; Wang et al., 2006). In particular, a strong correlation has been found between fruit-set or crop yield and pollen viability (PV) (Sakata et al., 2000; Peng et al., 2004; Prasad et al., 2006; Farooq et al., 2011; Song et al., 2015; Xu et al., 2017; Driedonks et al., 2018; Wu et al., 2021).

Previous studies have identified thermosensitive stages of pollen development and provided some hypotheses for the mechanisms behind LTMH-induced pollen abortion, including altered phytohormone signaling (De Storme and Geelen, 2014), loss of tapetum identity in the anthers (Parish and Li, 2010; Müller et al., 2016), desynchronization of tapetum and pollen development (Suzuki et al., 2001; Ku et al., 2003; Endo et al., 2009; Parish et al., 2012; Meng et al., 2016; Yu et al., 2016), and disturbance of carbohydrate metabolism (Pressman et al., 2002). It remains to be elucidated whether acclimation responses take place in the anther to protect pollen development against LTMH and whether LTMH-induced pollen failure is the passive result of heat injury, or the result of an active cell physiological response to heat stress (Müller and Rieu, 2016).

Salicylic acid (SA) is involved in a range of acclimation responses, also in those to high temperatures, especially in case of heat shock. This type of heat stress has been shown to lead to the accumulation of SA in *Arabidopsis* seedlings (Clarke et al., 2009) and seedlings with reduced SA levels or signaling are more sensitive to heat shock (Larkindale and Knight, 2002; Clarke et al., 2004). Conversely, treatment with SA preceding heat exposure improved basal thermotolerance of Arabidopsis seedlings (Clarke et al., 2009). SA treatment has also been shown to have a positive effect on the thermotolerance of vegetative tissues in wheat (Khan et al., 2013). Furthermore, a single treatment with SA, prior to the onset of long-term exposure to 40°C, improved pollen thermotolerance in rice and this was linked to an increase in reactive oxygen species (ROS) scavenging, attenuation of Caspase 3 activity, and timely tapetum degradation (Zhang et al., 2017; Feng et al., 2018).

Acclimation responses are costly, meaning that trade-offs with growth and developmental processes are to be expected. A well-studied example is a trade-off between growth/development and defense (Herms and Mattson, 1992; Huot et al., 2014). Reducing the biotic stress response allows for more allocation of resources to growth and development (Simms and Rausher, 1987; Campos et al., 2016) and hormone signals that regulate growth and development, such as auxin (IAA), brassinosteroids, and gibberellin, may be inhibited by stress hormone signaling, such as from SA (Huot et al., 2014; Verma et al., 2016). We hypothesized that SA plays a role in tomato pollen LTMH tolerance, either in a positive sense by inducing a protective acclimation response, or in a negative sense, by reducing investment in pollen development under heat stress. To this end, we examined the effects of reduced SA level on tomato pollen thermotolerance and physiology and further characterized the pollen LTMH tolerance of the *35S:nahG* low-SA genotype.

## Materials and Methods

### Plant Material and Cultivation

*Solanum lycopersicum 35S:nahG* has been described before (Brading et al., 2000) and was introgressed into cv. Micro-Tom (Carvalho et al., 2011). *def1* and *acx1* were in the Castlemart background (Howe et al., 1996; Li et al., 2005). Plants were grown on potting soil (No. 4, Horticoop, Lentse Potgrond, Slingerland Potgrond) with 4 g/L Osmocote Exact Standard 3–4 M (Everris). Plants were grown in climate-controlled cabinets with a 12/12 h photoperiod (Philips Green Power LED DR/B/FR 120, ∼250 μmol m^–2^s^–1^ at plant height) at 25°C during the daytime and 19°C during the nighttime and 50% relative humidity (RH). For LTMH treatment, plants were moved into LTMH conditions upon flowering. LTMH consisted of daytime temperature of 30–34°C and a corresponding 6°C lower night temperature, dependent on the experiment. RH in LTMH was adjusted to maintain equal vapor pressure deficit (VPD) as compared to control temperature (CT) conditions.

### Pollen Viability Measurements

Flowers at the anthesis stage were sampled in CT conditions or after 10–21 days in LTMH conditions, on at least 3 different days. PV was determined through impedance flow cytometry, using Ampha™ Z30 with D-chip, AF6 buffer, and other settings as recommended for tomato by the manufacturer (Amphasys AG, Root, Switzerland) (Heidmann et al., 2016). On each sampling day, 1–4 flowers at the stage of anthesis of each plant were pooled into a sample, and viability was determined for ∼20.000 pollen per sample.

### Sampling and RNA Extraction for RNA-Seq

Anthers with polarized stage microspores (4.6–4.8 mm), as determined by DAPI staining of the pollen, were collected from CT and after 8 days of exposure to LTMH conditions. Samples were taken approximately 5 h into the light period. Six anthers were pooled per replicate and 4 biological replicates were generated for both the conditions and genotypes. RNA was isolated *via* TRI Reagent (Sigma-Aldrich, MA, United States) extraction with cleanup on the Qiagen Plant RNeasy (catalog no. 74104) columns. All the RNAs were treated with DNaseI using the Plant RNeasy Kit. RNA degradation and contamination were monitored on 1.5% agarose gels. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, United States). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 System (Agilent Technologies, CA, United States).

### Ribonucleic Acid Sequencing

A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, United States) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, messenger RNA (mRNA) was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and MMuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H. Remaining overhangs were converted into blunt ends *via* exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, MA, United States). Then, 3 μl USER Enzyme (NEB, United States) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 System.

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and 125/150 bp paired-end reads were generated. Raw reads of fastq format were filtered to remove reads containing adapters or reads of low quality, i.e., when uncertain nucleotides constitute more than 10% of either read and when low-quality nucleotides constitute more than 50% of the read. All the downstream analyses were based on clean data. Index of the reference genome (ITAG3.2) was built using Bowtie version 2.2.3 and paired-end clean reads were aligned to the reference genome using hisat2 version 2.0.5, using the following parameters: –dta –phred33. In total, 94.7% of the reads were uniquely mapped, of which for each sample at least 90% were exon-mapped reads. FeatureCounts v1.5.0-p3 software was used to count the reads numbers mapped to each gene, using default parameters. Fragments per kilobase of exon per million mapped fragments (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene, using a threshold FPKM of 0.1. Differential expression analysis of two conditions/groups was performed using the DESeq R package (1.18.0). The resulting *P*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate (FDR). Genes with an FDR adjusted *P*-value < 0.05 found by DESeq and —foldchange— ≥ 1.5 were assigned as differentially expressed.

### Transcriptome Analyses

Principal component analysis (PCA) was performed using the online tool ClustVis^1^ with all the standard settings (i.e., row centering on, row scaling with unit variance, and singular value decomposition with imputation). Genes were included if at least one sample had an FPKM value of at least 1. Unit variance scaling was applied. Prediction ellipses are such that with a probability of 0.95, a new observation from the same group will fall inside the ellipse. *n* = 3 or 4 samples (PC1, principal component 1; PC2, principal component 2).

A transcriptome-wide gene set enrichment analysis (FDR *q* < 0.05) for gene ontology (GO)-slim biological process annotations was performed on ranked fold-changes using the online software tool Panther (version 16.0^2^) with FDR correction (Mi et al., 2021). Over-representation of GO-slim biological process annotations among up- or downregulated genes was also determined using Panther, with Fisher’s exact test and FDR correction. Targeted overrepresentation analyses were performed by calculating the statistical significance of the overlap between differentially expressed genes (DEGs) within a gene set and all DEGs among the whole genome using a Chi-square test with Yates’ correction. The gene sets for pollen development and carbohydrate metabolism and transport were generated based on homology to annotated Arabidopsis genes, the gene set for heat shock response (HSR) was based on Fragkostefanakis et al. (2015) and Keller et al. (2018), and the gene sets for hormone metabolism, signaling, and response were derived from the annotation of the tomato genome version SL3.0 ITAG3.2 by Biobam using Omicsbox (Biobam, Valencia, Spain) (Supplementary Table 1).

### Sampling for Carbohydrate and Hormone Measurements

Pollen stage was linked to flower length by categorizing 4′,6-diamidino-2-phenylindole (DAPI)-stained pollen and stages were selected based on their synchronized states when grown at different temperature regimes (Supplementary Table 2). Anthers were immediately frozen in liquid nitrogen upon isolation, and stored at –80°C.

### Extraction and Quantification of Carbohydrates

Soluble carbohydrates were extracted by homogenizing 100 mg frozen anther material in 300 μl MeOH. The sample was diluted with 330 μl methanol and 300 μl water to 1 ml 70% methanol. After shaking for 30′ at RT, the sample was centrifuged at max speed. In total, 500 μl supernatants was transferred to a new Eppendorf tube, and 450 μl water and 250 μl chloroform were added. After vortexing for 5′, the sample was centrifuged at max speed. In total, 200 μL supernatant was transferred to a new Eppendorf tube and dried in a speed-vac. Samples were then analyzed using a Dionex HPLC system (Dionex, Sunnyvale, CA, United States), and analyzed using a CarboPac PA100 4 mm × 250 mm column followed by a guard column (CarboPac PA100, 4 mm × 50 mm), a gradient pump module (model GP40) and an ED40-pulsed electrochemical detector. Mono-, di-, and trisaccharides were separated by elution in an increasing concentration of NaOH (50–200 mM) with a flow rate of 1 ml min^–1^. Peaks were identified by the co-elution of standards. The final sugar quantity was corrected *via* the internal standard (IS) and transformed to micrograms of sugar per milligram of fresh weight.

### Extraction of ABA, SA, IAA, JA-ile, and CKs (iP, tZ, and cZ)

For extraction of salicylic acid (SA), abscisic acid (ABA), auxin (IAA), jasmonic acid-isoleucine (JA-ile), and cytokinins (CKs: iP, isopentyladenine; tZ, *trans*-zeatin; cZ, *cis*-zeatin), 70 mg of snap-frozen anther tissue was used per sample. The tissue was ground to a fine powder at –80°C using 3-mm stainless steel beads at 50 Hz for 1 min in a TissueLyser LT (Qiagen, Germantown, MD, United States). Ground samples were extracted with 1 ml of 100% methanol (MeOH) containing stable isotope-labeled IS (Supplementary Table 3). IS were used at an end concentration of 100 nM per compound per sample. Samples were extracted as previously described (Schiessl et al., 2019; Gühl et al., 2021) with the addition that, prior to the elution of CKs, acid phytohormones were eluted with 1 ml of 100% MeOH. All solvents were evaporated in a speed vacuum system (SPD121P, ThermoSavant, Hastings, United Kingdom) at room temperature and the residue stored at –20°C until further analysis.

### Detection and Quantification of IAA, JA-ile, iP, tZ, and cZ by LC-MS/MS

Sample residues were dissolved in 100 μL of acetonitrile/water (acid hormones) or MeOH/water (CKs) (0.1% formic acid) (20:80, v/v), and filtered through a 0.45 mm Minisart SRP4 filter (Sartorius, Goettingen, Germany). Analyses of plant growth regulators were performed by comparing retention times and mass transitions with those of unlabeled standards (Supplementary Table 3) using a Waters XevoTQs mass spectrometer equipped with an electrospray ionization source coupled to an Acquity UPLC system (Waters, Milford, CT, United States). Chromatographic separations were conducted on an Acquity UPLC BEH C18 column (100 mm, 2.1 mm, 1.7 mm; Waters, United States) by applying an acetonitrile/water (0.1% formic acid) or methanol/water (0.1% formic acid) gradient. The column was operated at 50°C with a flow rate of 0.5 ml min^–1^. The column was equilibrated for 30 min using either solvent composition at the start of a run. The acetonitrile/water (0.1% formic acid) gradient started from 20% (v/v) acetonitrile, increasing to 70% (v/v) acetonitrile in 17 min. To wash the column, the water/acetonitrile gradient was increased to 100% (v/v) acetonitrile in a 1.0 min gradient, which was maintained for 1.0 min before going back to 20% acetonitrile using a 1.0 min gradient, prior to the next run. The methanol/water (0.1% formic acid) gradient started from 5% (v/v) methanol, increasing to 70% (v/v) methanol in 17 min. To wash the column, the water/methanol gradient was increased to 100% (v/v) methanol in a 1.0 min gradient, which was maintained for 1.0 min before going back to 5% methanol using a 1.0 min gradient, prior to the next run. The sample injection volume was 3/5 μl (acids/CK, respectively). The mass spectrometer was operated in positive and negative electrospray ionization mode when required. Cone and desolvation gas flows were set to 150 and 1,000/800 l h^–1^, respectively. The capillary voltage was set at 3.5/3.0 kV, the source temperature at 150°C, and the desolvation temperature at 550°C. The cone voltage was optimized for each standard compound using the IntelliStart MS Console (Waters, Milford, CT, United States). Argon was used for fragmentation by collision-induced dissociation. Multiple reaction monitoring (MRM) was used for quantification (Gühl et al., 2021). Parent–daughter transitions for the different (stable isotope-labeled) compounds were set using the IntelliStart MS Console. MRM transitions, cone voltage, and collision energy selected for compound identification and quantification are shown in Supplementary Table 3. To determine sample concentrations, a 10-point calibration curve was constructed for each compound ranging from 1 μM to 190 pM and each dilution also contained a known amount of an appropriate deuterium-labeled IS.

### Statistics

Pollen viability was averaged for each plant and logit transformed using the formula PV* = LN [(PV + 1)/(101 − PV)] for statistical analysis. Carbohydrate and phytohormone concentrations were log10 transformed for statistical analysis. Statistical significance was tested by means of a one-way ANOVA with LSD or Games–Howell *post hoc* analysis, as appropriate, using IBM SPSS Statistics version 25.

## Results

### Endogenous Salicylic Acid Reduces Pollen Long-Term Mild Heat Tolerance

To test whether the endogenous SA signal affects the tolerance of pollen development to LTMH, we analyzed a transgenic line with constitutive expression of a bacterial gene that leads to SA degradation, *35S:nahG*, grown in LTMH conditions from the start of flowering. SA level of bicellular-stage anthers did not significantly change after exposure to LTMH in wild type (WT) or *35S:nahG*, but, as expected, the *35S:nahG* line contained significantly less SA than the WT (Figure 1A). Pollen from wild-type flowers that had fully developed in LTMH had significantly lower viability than those from the CT treatment (Figure 1B and Supplementary Figure 1). In the low-SA line, PV was not different from WT in CT, but significantly higher than WT in LTMH (Figure 1B).

**FIGURE 1:**
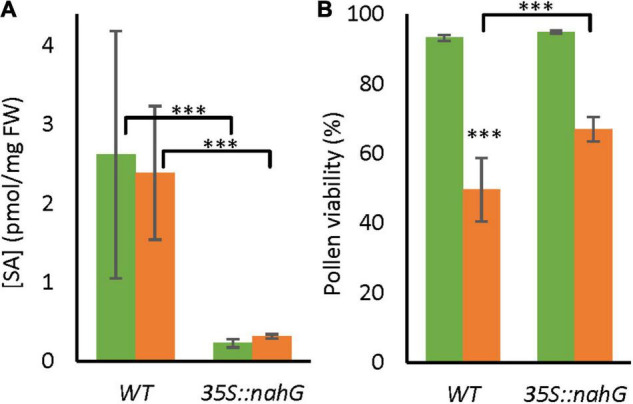
Endogenous salicylic acid (SA) levels and pollen long-term mild heat (LTMH) tolerance of WT and *35S:nahG*. Green bars represent control temperature (CT), orange bars LTMH. **(A)** SA levels in bicellular pollen stage anthers of wild type (WT) and *35S:nahG* after exposure to LTMH. LTMH consisted of repeated exposure to 34°C (day) and 28°C (night). Hormone concentrations were measured after 7 days of exposure to the treatment. Values indicate the mean ± SD (*n* = 6 samples, with pools of 20 anther cones per sample). Two-way ANOVA main effects: temperature ns; genotype *P* < 0.001; interaction ns. **(B)** Pollen viability of WT and *35S:nahG* after exposure to LTMH. LTMH consisted of repeated exposure to (33.5°C day and 27.5°C night). Pollen viability was measured 14–20 days after the onset of the treatment. Values indicate the mean ± SD (*n* ≥ 4 plants, with multiple pools of 3 anther cones per plant). Two-way ANOVA main effects: temperature *P* < 0.001; genotype *P* < 0.001; interaction *P* < 0.05. *Significantly different between LTMH and CT in WT or between mutant and WT within temperature treatment (brackets), one-way ANOVA with LSD *post hoc*, *P* < 0.05; ^**^P < 0.01; ^***^P < 0.001.

### Transcriptome Changes in the Long-Term Mild Heat Tolerant Low-Salicylic Acid Line

To get insight into the physiology behind pollen LTMH tolerance, we compared gene expression levels of developing anthers of *35S:nahG* and the wild type (Supplementary Table 4). 

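RNA was sequenced from anthers with polarized microspores (4.6–4.8 mm) of WT and 35S:nahG plants, in CT at 25°C by day and 19°C by night or after 8 days of LTMH at 34°C and 28°C. For each replicate, 6 anthers were pooled. The analysed files held 4 CT libraries of each line and 3 LTMH libraries of each line (replicates 2, 3 and 4), where the methods of the paper give 4 biological replicates for each. The authors counted reads per gene against the SL3.0 genome with the ITAG3.2 annotation and deposited the read counts and the FPKM values made from them. The 14 libraries held from 32273189 to 35478012 counted reads (median 34022140). Medians were 33755749.5 in WT CT, 33612670 in WT LTMH, 33977033 in 35S:nahG CT and 34466561 in 35S:nahG LTMH, so that depth differed little between the groups. The 10 most abundant genes took between 6.81% and 10.8% of the reads of a library. At the median depth, 3 reads correspond to 0.0882 reads per 1e6 counted reads (CPM), and a gene with at most 3 reads in each library of a group was treated as not reliably detected there.

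Differences between groups were tested on the read counts with the quasi-likelihood F-test of edgeR, after TMM normalization, on the 21098 of 35092 genes that passed its filter for low counts. Each comparison of a pair of groups was fitted on the libraries of that pair alone. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Expression is given as mean CPM ± SD over libraries, and the SE of a log2 fold change is its size divided by the square root of the F statistic. The biological coefficient of variation shared by all genes was 0.156 for LTMH against CT in WT and 0.132 in 35S:nahG. Between the lines it was 0.122 in LTMH and 0.159 in CT. The difference between the LTMH responses of both lines was tested as the interaction of genotype and temperature over all 14 libraries.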

Principle component analysis of the gene expression levels showed that the LTMH treatment had the biggest influence on gene expression, followed by genotype (Supplementary Figure 2). 

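Supplementary Figure 2 shows 3 of the 4 WT CT libraries, and the text gives no reason for the omission. The plot carries no replicate numbers. The missing library was taken to be WT CT replicate 1, because the positions of the plotted points matched replicates 2, 3 and 4. The components were computed from the authors' FPKM values of genes that reached an FPKM of 1 in at least 1 library, each gene centred and scaled to unit variance. Over the 13 libraries without WT CT replicate 1 (19761 genes), the first component took 40.4% of the variance and the second 18.8%. Temperature accounted for 34.3% of the total variance and genotype for 21.7%. No other arrangement of the temperature labels within genotypes gave as large a share (highest 26.6%, exact permutation p = 0.00143, 700 arrangements), nor did one of the genotype labels within temperatures (highest 17.2%, exact permutation p = 0.00143).

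Over all 14 libraries (19779 genes) the components took 39.2% and 19.3%. Temperature accounted for 34.7% (exact permutation p = 0.000816, 1225 arrangements) and genotype for 21.6% (exact permutation p = 0.00143, 1400 arrangements), all tests being one-sided. The scores of WT CT replicate 1 were −35.4 on the first and −70.2 on the second component, beside a mean of −18.9 ± 24.4 and −81.0 ± 9.68 for the 4 WT CT libraries. On the first component, LTMH lay on the positive side in both lines, at a mean score of 102 in WT and 72.7 in 35S:nahG against −112 in 35S:nahG CT. On the second component, 35S:nahG lay above WT in both CT (37.7) and LTMH (73.1 against −15.4 in WT). Without a filter on low FPKM, the alternative that moved the shares most, temperature accounted for 29.3% and genotype for 19.0%.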

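Between LTMH and CT, 3695 genes were DEGs in WT (1883 higher and 1812 lower in LTMH) and 5837 in 35S:nahG (3059 higher and 2778 lower). Of the DEGs in WT, 2519 (68.2%) were also DEGs in 35S:nahG in the same direction, 1402 of them higher and 1117 lower in LTMH. A further 52 were DEGs in both lines in opposite directions, 1124 were DEGs in WT alone and 3266 in 35S:nahG alone. Irrespective of significance in 35S:nahG, 92.5% of the DEGs in WT changed there with the same sign. The ratio of the DEG numbers, 35S:nahG to WT, was 1.58. Without WT LTMH replicate 4 it was 2.04. Dropping the fold change threshold moved the numbers most, to 7629 DEGs in WT and 11014 in 35S:nahG. When the genotype labels were permuted within temperatures, a ratio as far from 1 arose in 49 of 100 regroupings, the real grouping included. The other regroupings, which mix the lines, gave at most 3482 DEGs in the group with fewer and 5577 in the group with more.

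A DEG in only a single line is not thereby shown to respond differently from the other line. In the test of the interaction by edgeR, 2185 genes responded differently to LTMH in the low-SA line than in WT, 1195 of them with a more positive and 990 with a more negative response. The LTMH response was the larger in 35S:nahG in 1744 of these (79.8%), with a median absolute log2 fold change of 1.17 in 35S:nahG and 0.47 in WT. Over all tested genes, the change was larger in 35S:nahG in 61.1%.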

Two-thirds of the genes that responded to LTMH in WT (|FC| > 1.5; FDR *q* < 0.05), responded similarly in *35S:nahG*, but in the latter, the response was more extensive with about 50% more genes responding in total (Supplementary Figure 3). In total, 1,007 genes were found to be higher and 1,086 genes were found to be lower expressed in the low-SA line than in WT in LTMH (Figure 2).

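In the comparison of 35S:nahG with WT in LTMH (3 libraries of each), edgeR called 980 genes higher and 1036 genes lower expressed in the low-SA line. In 2002 of these 2016 DEGs, all libraries of a line lay above or below all libraries of the other. This held for 9208 (43.6%) of all tested genes, where chance gives 10%. Leaving out a single library gave between 1526 (without 35S:nahG LTMH replicate 3) and 1867 DEGs. Without the fold change threshold there were 5379. In CT (4 libraries of each line), 1636 genes were higher and 1864 lower expressed in 35S:nahG. There were 887 genes with the same direction of difference at both temperatures (369 higher and 518 lower), 109 with opposite directions, 2504 that were DEGs in CT alone and 1020 in LTMH alone.

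The largest differences in LTMH lay at the limit of detection in either line. Solyc06g005930 (chromosome 6, 916371–919598) had no reads in 35S:nahG and 81.9 ± 33.6 CPM in WT, at least 997-fold lower in 35S:nahG, and was at least 66.2-fold lower in CT. Solyc05g010367 (13.1 ± 2.14 CPM in WT) was at least 160-fold lower and Solyc12g044440 (10.6 ± 1.41 CPM in WT) at least 129-fold lower, again with no reads in 35S:nahG. In the other direction, Solyc11g027800 was at least 29.6-fold and Solyc12g019175 at least 47.6-fold higher. Solyc09g059020 rose from 0.384 ± 0.362 CPM in WT to 64.4 ± 7.05 CPM (log2 fold change 7.39, SE 0.351, edgeR adjusted p = 3.06e-05). Among the 20 genes nearest to it, 10 also differed between the lines in the same direction at both temperatures, as did 9 of the 20 nearest to Solyc06g005930, where 0.832 were expected.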

**FIGURE 2:**
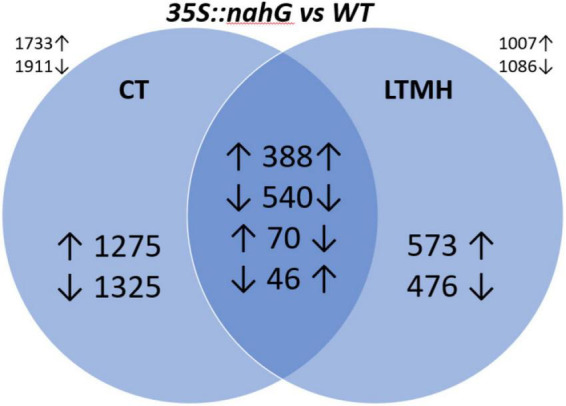
Differentially expressed genes (DEGs) between polarized stage anthers of WT and *35S:nahG* in CT and LTMH. LTMH consisted of repeated exposure to 34°C (day) and 28°C (night). Values indicate the number of DEGs, and up and down arrows indicate higher or lower expression, respectively, in *35S:nahG*. An arrow left to the value indicates the direction of response in CT; on the right, in LTMH. The values outside the diagram indicate the total number of upregulated and downregulated DEGs for the concerning temperature condition.

To obtain a broad overview of processes modified in the *35S:nahG* line in LTMH, a transcriptome-wide gene set enrichment analysis (FDR *q* < 0.05) for GO-slim biological process annotations was performed. This showed a bias toward a higher expression of genes related to photosynthesis, response to ABA, generation of precursor metabolites, and energy and glucose metabolism (Supplementary Table 5). This was largely mirrored in the overrepresentation analysis among upregulated genes, with photosynthesis-related GO terms as the most upregulated sets, in addition to the response to abiotic stress and glucose and fructose metabolism (Figure 3A and Supplementary Table 6). 

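Expression of the genes behind these terms was taken from the gene lists of Supplementary Table 6. The paper selected these lists from genes higher expressed in the low-SA line in the same libraries, so that their direction in LTMH is not independent evidence. Of the 23 light harvesting genes, 22 were called higher in 35S:nahG than in WT in LTMH by edgeR (22 when adjusted over the list alone) and all 23 had a positive log2 fold change, from 0.26 to 2.75 with a median of 0.96. The median was 0.89 without WT LTMH replicate 4 and 1.11 without WT LTMH replicate 2. In CT, 22 of the 23 had a positive log2 fold change (median 0.53). Of these, 20 were higher in 35S:nahG at an adjusted p-value under 0.05, and 10 were called higher. The 13 genes of glucose metabolism were all more highly expressed in the low-SA line in LTMH at an adjusted p-value under 0.05, but 4 of them reached a fold change of 1.5 (median log2 fold change 0.42).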

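The 10 listed genes of electron transport in photosystem I all had positive log2 fold changes in LTMH, with a median of 0.46 and a range from 0.26 to 0.74, and 3 were called higher. In CT their median was 0.16, and none was called, although 3 passed on the edgeR adjusted p-value alone. For the 6 genes of fructose metabolism the median in LTMH was 0.52, with 3 called higher. These lists, too, were selected by the paper on these libraries.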

Enrichment and overrepresentation analyses revealed lower expression of genes related to mitosis, ribosomal RNA/translation, response to endoplasmic reticulum (ER) stress, response to unfolded protein, as well as response to wounding/regulation of defense response (Figure 3B and Supplementary Tables 5, 7). 

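The differences in these groups of genes were small and mostly below the fold change threshold. Of the 12 genes listed for DNA replication initiation in Supplementary Table 7, all 12 were lower in 35S:nahG than in WT in LTMH at an edgeR adjusted p-value under 0.05, but only 1 by a fold change of 1.5 (median log2 fold change −0.43). The 22 genes of ribosome assembly had a median of −0.32 and the 15 of translational elongation a median of −0.28, each with 1 gene called lower. For protein refolding (11 genes, median −0.36), no gene reached the fold change of 1.5, while 10 passed on adjusted p-value alone. Larger differences were found for response to wounding, where 7 of the 11 tested genes were called lower (median −0.93), and for regulation of defense response, with 9 of 15 (median −0.86). In CT, response to wounding (median −1.13, 5 called lower) and regulation of defense response (−0.70, 8 called lower) were also lower in 35S:nahG by their medians. So were ribosome assembly (−0.34), translational elongation (−0.33) and protein refolding (−0.21). In these, no gene was called lower in CT, and 1, 1 and 2 genes were called higher. On the edgeR adjusted p-value alone, however, 19 of 22, 9 of 15 and 6 of 11 genes were lower in CT, and 1, 1 and 3 higher. DNA replication initiation was not lower in CT (−0.00588). All of these lists were drawn by the paper from genes lower expressed in these same libraries.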

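Genes encoding JAZ proteins made up 6 of the 13 genes listed for response to wounding and 6 of the 16 listed for regulation of defense response. Of the 12 JAZ genes, 9 passed the filter for low counts. JAZ10 and JAZ12 had at most 3 reads in each LTMH library of either line. JAZ9 had 0–13 reads in WT LTMH and was at least 2.66-fold lower in 35S:nahG LTMH by its mean. Tested with no filter on low counts, JAZ9 was not called by edgeR (adjusted p = 0.0884). With DESeq2 and no filter on low counts, a setting chosen after the data were seen, its adjusted p-value was 0.028. By edgeR, LTMH raised 8 of the 9 tested genes in WT, with a median log2 fold change of 1.42, the exception being JAZ13. In the low-SA line it raised 7 of the 9, with a median of 1.28, and lowered JAZ13. JAZ3 rose from 17.9 ± 2.72 to 64.3 ± 20.4 CPM in WT and from 13.9 ± 1.03 to 35.4 ± 1.72 CPM in 35S:nahG. JAZ4 rose from 13.7 ± 2.37 to 61.5 ± 21.5 CPM and from 5.07 ± 0.627 to 28.5 ± 4.72 CPM. COI1 (Solyc05g052620) was expressed at 48.6 ± 1.73 CPM in WT CT, 46.6 ± 1.57 in WT LTMH, 41.8 ± 2.20 in 35S:nahG CT and 46.8 ± 3.59 in 35S:nahG LTMH. In CT it was lower in 35S:nahG on the edgeR adjusted p-value alone, by less than 1.5-fold. Its log2 fold change between the lines in LTMH was 0.01 (SE 0.064, edgeR adjusted p = 0.923), and from −0.05 to 0.06 when single libraries were left out.

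**Figure D1:**
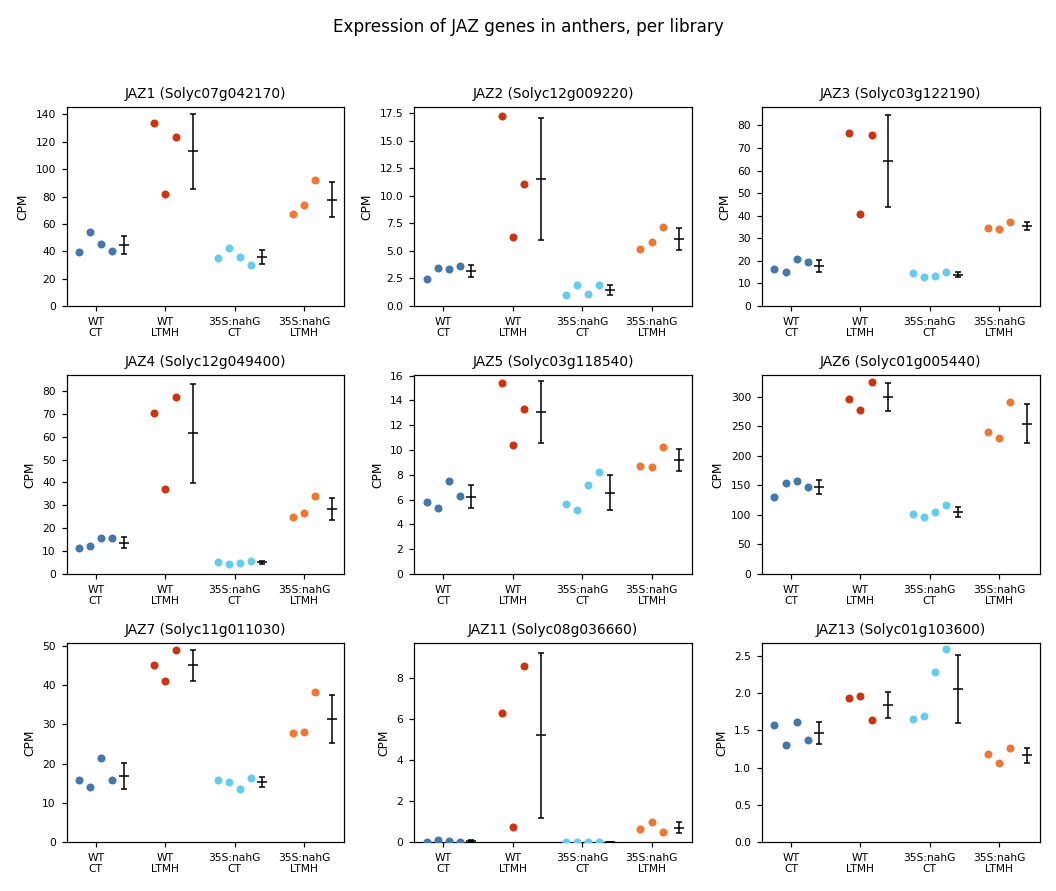
Expression of the 9 tested JAZ genes in WT and 35S:nahG anthers in CT and LTMH. Points are libraries (CPM, linear axis from 0), dashes and bars are mean ± SD.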

Notably, the downward trend of response to wounding and regulation of defense response was mostly caused by genes encoding JAZ proteins, repressors in the JA signal transduction pathway, being less upregulated by LTMH, while no change was observed in the expression of the COI1 JA receptor gene (Supplementary Figure 4).

**FIGURE 3:**
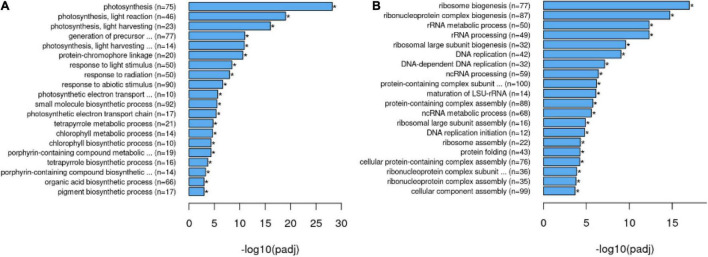
Overrepresentation analysis of GO biological processes among genes differentially expressed between *35S:nahG* and WT in LTMH. Top categories are indicated among **(A)** DEGs that are higher expressed in *35S:nahG* than in WT (Supplementary Table 6) and **(B)** DEGs that are lower expressed in *35S:nahG* than in WT (Supplementary Table 7).

To better understand the differences between *35S:nahG* and WT in the expression of genes related to pollen development, the heat shock response, carbohydrate metabolism and transport, and hormone physiology, we performed targeted overrepresentation analyses with corresponding gene sets (Supplementary Table 8). 

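The pollen development set of Supplementary Table 1 holds 254 genes, of which 223 were tested. In LTMH, 13 of them were DEGs between the low-SA line and WT (5 higher, 8 lower), where 21.3 were expected from the share of DEGs among all tested genes (odds ratio 0.583, two-sided Fisher's exact test, p = 0.0656). Over the 39 tests made (13 sets, each for higher, lower and all DEGs), the adjusted p-value was 0.591. Genes of a set are not independent replicates. The odds ratio of Fisher's exact test fell to 0.313 without 35S:nahG LTMH replicate 4 (adjusted p = 0.0157) and rose to 1.08 without the fold change threshold, with adjusted p-values from 0.0157 to 1 over the alternatives.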

A number of pollen development-related genes was expressed either higher or lower in the low-SA line in LTMH, although not more than expected. In particular, *MPK3* and *CALS5* homologs were expressed much higher in the low-SA line in LTMH (i.e., around 4–5-fold), whereas *WBC27*, *TDF1*, *CYP704B1*, and *CYP703A2* were expressed much lower (10–37-fold; Supplementary Table 9). 

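MPK3 (Solyc06g005170) was expressed at 14.0 ± 2.81 CPM in WT LTMH and 73.6 ± 10.0 CPM in 35S:nahG LTMH, 5.25-fold higher (log2 fold change 2.39, SE 0.153, edgeR adjusted p = 0.000101). Among its 20 nearest genes, 6 differed between the lines at both temperatures, where 0.832 were expected. CALS5 (Solyc11g005985) was 4.17-fold higher (0.611 ± 0.360 against 2.56 ± 1.97 CPM, SE of log2 fold change 0.72), with overlapping libraries and an adjusted p-value of 0.0736. With DESeq2 in place of edgeR its adjusted p-value was 0.00474, and without 35S:nahG LTMH replicate 2 it was 0.0106 (0.00474 to 0.231 over the alternatives).

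WBC27 (Solyc07g065780) was 36.8-fold lower in the low-SA line (0.200 ± 0.0262 CPM, log2 fold change −5.20, SE 1.35, edgeR adjusted p = 0.0282). The spread in WT LTMH, from 0.469 to 19.1 CPM, set the size of this difference, which was −3.08 without WT LTMH replicate 3. TDF1 (Solyc03g059200) had 0–2 reads per library in 35S:nahG LTMH against 0.402 ± 0.414 CPM in WT, at least 4.9-fold lower (edgeR adjusted p = 0.041). CYP704B1 (Solyc01g010900) was 11.6-fold lower (33.6 ± 38.7 against 2.89 ± 0.421 CPM, log2 fold change −3.54, SE 1.06, edgeR adjusted p = 0.0459), with overlapping libraries. CYP703A2 (Solyc10g009390) was 10.2-fold lower (31.3 ± 34.3 against 3.07 ± 0.420 CPM, log2 fold change −3.35, SE 1.04), at an adjusted p-value of 0.0504 that was below the threshold with DESeq2 (0.0222), with no filter on low counts (0.0443), with all 4 groups in one fit (0.0378) and without WT LTMH replicate 4 (0.0022, and 0.0022 to 0.166 over the alternatives).

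These calls depended on single libraries. The size of the differences did too, as without WT LTMH replicate 3 the log2 fold change was −2.05 for CYP704B1 and −2.04 for CYP703A2. For WBC27 the adjusted p-value rose to 0.0799, 0.0912 or 0.0902 without 35S:nahG LTMH replicate 2, 3 or 4 (0.000547 to 0.0912 over the alternatives). For TDF1 it rose to 0.126 without WT LTMH replicate 3 and to 0.105, 0.118 or 0.077 without 35S:nahG LTMH replicate 2, 3 or 4, and it was 0.0561 with all 4 groups in one fit (0.00899 to 0.126 over the alternatives). For CYP704B1 it was 0.0677 or 0.145 without WT LTMH replicate 2 or 3 and 0.11, 0.131 or 0.116 without 35S:nahG LTMH replicate 2, 3 or 4 (0.00302 to 0.145 over the alternatives).

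**Figure D2:**
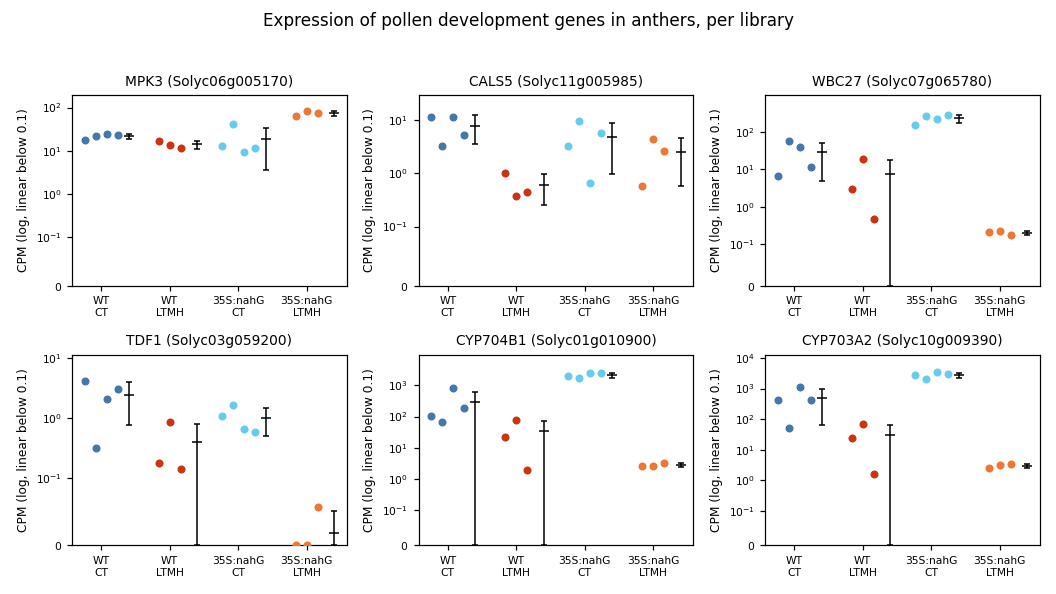
Expression of MPK3, CALS5, WBC27, TDF1, CYP704B1 and CYP703A2 in each library. Points are libraries (CPM, logarithmic axis that is linear below 0.1), dashes and bars are mean ± SD, and bars that reach below 0 stop there.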

The lower expression of *TDF1* was already seen in CT. Similarly, a number of HSR genes was expressed differentially between *35S:nahG* and WT in LTMH, but the total did not deviate significantly from what was expected. 

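In CT, TDF1 was expressed at 2.44 ± 1.66 CPM in WT and 1.01 ± 0.492 CPM in 35S:nahG (log2 fold change −1.28, SE 0.615), which edgeR did not separate (adjusted p = 0.136). Without WT CT replicate 2 it was −1.63 and called lower (edgeR adjusted p = 0.00953, and 0.00953 to 0.334 over the alternatives). WBC27, CYP704B1 and CYP703A2 differed in CT in the direction opposite to LTMH. WBC27 was higher in 35S:nahG in CT (231 ± 57.7 against 28.5 ± 23.6 CPM, log2 fold change 3.02, SE 0.592, edgeR adjusted p = 0.0038), as were CYP704B1 (2.90, SE 0.704, adjusted p = 0.0108) and CYP703A2 (2.46, SE 0.674, adjusted p = 0.0188). For CYP703A2 the adjusted p-value was 0.0555 without WT CT replicate 4 (0.000745 to 0.0555 over the alternatives). The difference between the temperatures was tested as the interaction, with log2 differences of −8.23 for WBC27 (SE 1.58, edgeR adjusted p = 0.00361), −6.44 for CYP704B1 (SE 1.39, adjusted p = 0.00686) and −5.81 for CYP703A2 (SE 1.35, adjusted p = 0.00991). CALS5 was not called in CT (log2 fold change −0.70, edgeR adjusted p = 0.428).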

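Of the 219 genes in the HSR set, 181 were tested and 20 were DEGs in LTMH (11 higher and 9 lower), against 17.3 expected (odds ratio 1.18, two-sided Fisher's exact test, p = 0.448, adjusted p = 0.957). Without WT LTMH replicate 2 the odds ratio was 0.821. Without the fold change threshold it was 1.73, with an adjusted p-value of 0.0075 (0.0075 to 1 over the alternatives).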

HSR-related differences included 2.5–3.5-fold higher expression of three HSF genes (two *HSFA6b* and *HSF9*) and a mitochondrial HSP40 gene, and strongly lower expression (40- to 225-fold) of genes for two small-HSPs and an HSP40. Most of these differences were already observed in CT conditions (Supplementary Table 10). 

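The HSFA6b gene Solyc06g053960 was 3.33-fold higher in 35S:nahG LTMH (1.53 ± 0.586 against 0.459 ± 0.0544 CPM, log2 fold change 1.74, SE 0.334, edgeR adjusted p = 0.00936). Solyc06g053950 was 2.79-fold higher (1.25 ± 0.0979 against 0.449 ± 0.221 CPM, log2 fold change 1.48, SE 0.343, edgeR adjusted p = 0.0185). The call for Solyc06g053950 was lost without WT LTMH replicate 2 (0.0518) or 3 (0.0609) and without 35S:nahG LTMH replicate 2 (0.0506) or 3 (0.0523), with adjusted p-values from 0.00441 to 0.0609 over the alternatives. HsfA9 (Solyc07g040680) was 2.48-fold higher (3.88 ± 0.395 against 1.56 ± 0.519 CPM, log2 fold change 1.31, SE 0.236, edgeR adjusted p = 0.00717). The HSP40 gene Solyc04g081530 was 3.52-fold higher (7.89 ± 4.70 against 2.25 ± 0.911 CPM, log2 fold change 1.82, SE 0.454, edgeR adjusted p = 0.0246), a call lost without WT LTMH replicate 2 (0.0709) or 3 (0.0847, and 0.00901 to 0.0847 over the alternatives). Of the 20 genes nearest to it, 5 differed at both temperatures.

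Both small-HSP genes had almost no reads in the low-SA line. Hsp15.2-CI (Solyc09g015000) was at least 17.9-fold lower (1.47 ± 0.264 CPM in WT LTMH, 0–3 reads in 35S:nahG, edgeR adjusted p = 0.00095) and Hsp17.7A-CI (Solyc09g015020) at least 26.9-fold lower (2.21 ± 0.118 CPM in WT LTMH, 0–1 reads in 35S:nahG, adjusted p = 0.000117). They lie on chromosome 9 at 7427724–7428194 and 7440382–7440846, and 3 of the 20 genes nearest to each differed at both temperatures. The other HSP40 gene, Solyc09g018960 (chromosome 9, 17765061–17768013), was 116-fold lower (0.0940 ± 0.0814 CPM in 35S:nahG LTMH, log2 fold change −6.86, SE 0.399, edgeR adjusted p = 7.17e-05), and 10 of its 20 nearest genes differed at both temperatures.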

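In CT, Hsp15.2-CI was at least 15.1-fold lower in the low-SA line (edgeR adjusted p = 4.36e-05), Hsp17.7A-CI at least 22.2-fold lower (adjusted p = 1.1e-05) and the HSP40 gene Solyc09g018960 at least 103-fold lower (adjusted p = 1.86e-06). The HSP40 gene Solyc04g081530 was 5.63-fold higher in CT (3.93 ± 2.12 against 0.697 ± 0.196 CPM, edgeR adjusted p = 0.0014) and HsfA9 was 2.05-fold higher (8.37 ± 1.16 against 4.08 ± 1.16 CPM, adjusted p = 0.00373). The HSFA6b genes were not DEGs in CT. The log2 fold change of Solyc06g053960 was 0.91 (SE 0.465, edgeR adjusted p = 0.155), and that of Solyc06g053950 was 0.01 (SE 0.375, adjusted p = 0.993). All 19 genes of Supplementary Table 10 were DEGs in LTMH, and of these, 6 were DEGs in the same direction in CT and 3 in the opposite direction.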

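All 16 genes of Supplementary Table 11 were DEGs in LTMH, 13 of them higher in 35S:nahG, with a median log2 fold change of 0.84 and a range from 0.64 to 1.29. The fructose-bisphosphate aldolase gene Solyc01g110360 was expressed at 44.7 ± 5.85 CPM in WT and 108.9 ± 6.61 CPM in 35S:nahG (log2 fold change 1.29, SE 0.0946, edgeR adjusted p = 0.000189). The other aldolase genes, Solyc02g084440 (0.78, SE 0.091) and Solyc02g062340 (0.74, SE 0.0561), differed less. The beta-amylase gene BAM1 (Solyc09g091030) was 2.03-fold higher (28.9 ± 1.96 against 58.6 ± 10.6 CPM, SE 0.125, edgeR adjusted p = 0.00151). The invertase gene Lin5b (Solyc10g085650) rose from 7.79 ± 1.05 to 18.9 ± 7.84 CPM (log2 fold change 1.29, SE 0.272, edgeR adjusted p = 0.0133), but in CT it was lower in the low-SA line (1.33 ± 0.506 against 8.78 ± 3.51 CPM, log2 fold change −2.72, SE 0.333, adjusted p = 0.000325). In the interaction test, its LTMH response was more positive in 35S:nahG by 4.01 on the log2 scale (edgeR adjusted p = 0.00024).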

Concerning carbohydrate-related genes, the amplitude of the higher expressed metabolic genes was limited (around twofold) and included a variety of enzymes. Three genes were more clearly lower expressed (3- to 9-fold) and included two types of invertases (vacuolar and cell wall) as well as an invertase inhibitor (Supplementary Table 11). 

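The invertase gene LIN9 (Solyc08g079080) was 8.8-fold lower in 35S:nahG LTMH (5.58 ± 1.02 against 0.619 ± 0.624 CPM, log2 fold change −3.14, SE 0.582, edgeR adjusted p = 0.00812). The size of its change was set in part by 35S:nahG LTMH replicate 2, without which the log2 fold change was −4.36. The cell wall invertase gene Solyc03g121680 was 3.35-fold lower (1.83 ± 0.546 against 0.542 ± 0.180 CPM, SE of log2 fold change 0.331, edgeR adjusted p = 0.00889). The invertase inhibitor gene Solyc12g099190 was 4.8-fold lower (10.2 ± 2.38 against 2.10 ± 0.863 CPM, SE 0.292, edgeR adjusted p = 0.00192). These genes were DEGs in the same direction in CT, with log2 fold changes of −2.59 for LIN9 (edgeR adjusted p = 0.00203), −2.50 for Solyc03g121680 (adjusted p = 0.00645) and −1.61 for the inhibitor (adjusted p = 0.0424).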

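SlSTP6 (Solyc08g080300) was expressed at 0.411 ± 0.559 CPM in WT LTMH (2–36 reads) and at 7.00 ± 1.24 CPM in 35S:nahG LTMH, a log2 fold change of 4.08 (SE 0.674, edgeR adjusted p = 0.00517). A single library, WT LTMH replicate 4, held most of its WT reads, and without it the log2 fold change was 6.27. In 35S:nahG CT it had 0–2 reads, so that LTMH raised it at least 77.8-fold in the low-SA line. SlSWEET5a (Solyc03g114200) had 0–8 reads in WT LTMH (0.108 ± 0.118 CPM) and 27–71 reads in 35S:nahG LTMH (1.52 ± 0.652 CPM), a log2 fold change of 3.78 (SE 0.721, edgeR adjusted p = 0.00905). Of the WT LTMH reads, 8 were in replicate 4, without which WT LTMH had at most 3 reads per library. In CT it had at most 3 reads in each library of both lines. All 13 genes of Supplementary Table 12 were DEGs in LTMH, 8 higher and 5 lower in 35S:nahG, and of these, 3 were DEGs in the same direction in CT and 1 in the opposite direction.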

Among the carbohydrate transport genes, the hexose transporters *SlSTP6* and *SlSWEET5a* were expressed much higher in the low-SA line in LTMH (around 15-fold). 

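Lower in 35S:nahG LTMH were SlNEC1 (Solyc09g074530, 102.6 ± 13.1 against 27.0 ± 2.45 CPM, log2 fold change −1.93, SE 0.107, edgeR adjusted p = 6.04e-05), SlSWEET1c (Solyc04g064630, 3.42 ± 1.14 against 1.38 ± 0.294 CPM, −1.31, SE 0.288, adjusted p = 0.0151) and SlSWEET12c (Solyc05g024260, 97.5 ± 29.6 against 47.2 ± 5.97 CPM, −1.04, SE 0.199, adjusted p = 0.00913). The call for SlSWEET1c was lost without 35S:nahG LTMH replicate 3 (0.0577, and 0.000294 to 0.0577 over the alternatives). SlSWEET7a (Solyc08g082770) and SlSWEET6a (Solyc02g086920) were lower by smaller amounts. Their log2 fold changes were −0.65 (149 ± 4.15 against 95.2 ± 4.16 CPM, SE 0.0511, edgeR adjusted p = 0.00025) and −0.61 (83.2 ± 21.6 against 54.5 ± 5.45 CPM, SE 0.173, adjusted p = 0.0383). For SlSWEET6a the call was lost with all 4 groups in one fit (0.339) and in each of the fits without WT LTMH replicate 2 (log2 fold change −0.39) or 3 or without 35S:nahG LTMH replicate 2, 3 or 4, with adjusted p-values from 0.00102 to 0.339 over the alternatives. In CT, SlNEC1 (−4.61, edgeR adjusted p = 0.000903), SlSWEET6a (−2.52, adjusted p = 0.00203) and SlSWEET7a (−1.45) differed more between the lines than in LTMH. Of the 20 genes nearest to SlNEC1, 3 differed at both temperatures.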

Several other SWEET transporter genes were lower expressed (2- to 4-fold; Supplementary Table 12). Finally, we analyzed genes related to metabolism, signaling, and response of several hormones (Supplementary Table 13). A significant number of ABA response, auxin signaling, and ethylene metabolism genes were overrepresented among genes that were expressed higher in *35S:nahG*. This included the orthologs of ABA-responsive *AtLTI65* and an LEA protein (6- to 37-fold), both involved in the regulation of water balance, an ACC-synthase, and two ACC-oxidases (2- to 3-fold) and several AUX/IAA-like repressors of auxin signaling (1.5 to 3-fold). 

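Of the 268 tested genes of the ABA response set, 19 were called higher in 35S:nahG in LTMH, where 12.4 were expected (odds ratio 1.58, two-sided Fisher's exact test, p = 0.0768). Of these, 2 are light harvesting genes. In the auxin signaling set, 9 of 97 genes were called higher against 4.51 expected (odds ratio 2.11, Fisher's exact test, p = 0.0462). Adjusted over the 39 set tests, both had a p-value of 0.591, and over the alternatives the adjusted p-value ranged from 0.0518 to 1 for either set. The gene sets for ethylene were not used here.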

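The LTI65-like gene Solyc03g025810 and both late embryogenesis abundant protein genes examined had too few reads to pass the filter for low counts. Solyc03g025810 had no reads in WT LTMH and 0–19 reads per library in 35S:nahG LTMH (0.202 ± 0.257 CPM), at least 2.29-fold higher by its mean. Tested with no filter on low counts, its adjusted p-value by edgeR was 0.117. With DESeq2 and no filter on low counts, a setting chosen after the data were seen, it was 0.0476. The paper gives no identifier for its LEA gene. The LEA protein D-34 gene Solyc09g065360, taken from the ABA response set, did not differ (0.148 ± 0.063 against 0.167 ± 0.0898 CPM, log2 fold change 0.18, edgeR adjusted p = 0.912 with no filter). Another LEA gene, EmH5 (Solyc06g048840), was picked after its values were seen. It had 5–43 reads in 35S:nahG LTMH (0.538 ± 0.507 against 0.0881 ± 0.0311 CPM), with an adjusted p-value of 0.0583 by edgeR and 0.0246 by DESeq2, each with no filter. By DESeq2 with no filter, log2 fold changes were 2.62 for EmH5 and 5.24 for the LTI65-like gene. These match the ends of the fold range in the paper, so that EmH5, and not D-34, is probably its LEA gene. The ACC synthase and oxidase genes were not analysed here.

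Among the AUX/IAA genes, IAA35 (Solyc07g008020) was 2.95-fold higher in the low-SA line in LTMH (1.59 ± 0.502 against 0.539 ± 0.110 CPM, SE of log2 fold change 0.312, edgeR adjusted p = 0.0109), and 4 of its 20 nearest genes differed at both temperatures. IAA13 (Solyc09g090910) was higher by 0.78 on the log2 scale (22.3 ± 3.04 against 13.0 ± 0.863 CPM, SE 0.111, edgeR adjusted p = 0.00291), a call lost with all 4 groups in one fit (0.0524, and 4.39e-08 to 0.0524 over the alternatives). IAA16 (Solyc01g097290) was higher by 0.69 (25.1 ± 2.31 against 15.6 ± 0.885 CPM, SE 0.0818, edgeR adjusted p = 0.00132). IAA14 (Solyc09g083290) was higher by 0.71 (6.72 ± 1.08 against 4.11 ± 0.888 CPM, SE 0.192, edgeR adjusted p = 0.032), a call lost without WT LTMH replicate 2 (0.0781) or 4 (0.0778) and without 35S:nahG LTMH replicate 2 (0.0795) or 4 (0.0969, and 0.00435 to 0.0969 over the alternatives).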

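Of the 21 AUX/IAA genes of Supplementary Figure 5, 18 were tested. In LTMH, 4 were called higher in 35S:nahG and 1, IAA26 (Solyc03g121060), lower (0.821 ± 0.0730 CPM in WT, 0.328 ± 0.0387 in 35S:nahG, log2 fold change −1.31, SE 0.271, edgeR adjusted p = 0.0122). The counts were the same when adjusted over the list alone. Of the 18, 12 had positive and 6 had negative log2 fold changes (median 0.18). In CT, 7 were called lower and none higher in 35S:nahG, where no gene was higher even at an unadjusted p-value under 0.05. The LTMH response differed between the lines in 10 of the 18 genes by the interaction test, in each case towards higher expression in 35S:nahG. Of the TIR1/AFB genes, 3 were tested. None reached a fold change of 1.5, although all 3 passed on the adjusted p-value alone, TIR1 (Solyc09g074520) lower by a log2 fold change of −0.20 (edgeR adjusted p = 0.0287) and TIR1-like(1) and AFB4/5 higher by 0.52 (adjusted p = 0.00433) and 0.34 (adjusted p = 0.0017). Of their 20 nearest genes, 4 at TIR1 and 9 at AFB4/5 differed at both temperatures.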

There was, however, no clear overall pattern in expression changes of the TIR and AUX/IAA signaling component genes between *35S:nahG* and WT in LTMH, with both upregulated and downregulated members (Supplementary Figure 5).

### Carbohydrate Content in the Long-Term Mild Heat-Tolerant Low-Salicylic Acid Line

Given the observed differences in carbohydrate-associated gene expression between the low-SA line and the wild type in LTMH, we investigated potential changes in carbohydrate levels in developing anthers when exposed to LTMH. In the WT at the polarized micropore stage, an opposite LTMH trend was seen for sucrose (up) and the hexoses (down). At the bicellular pollen stage, there was a downward trend for all sugars, and this LTMH response became statistically significant at the mature pollen stage. Differences between *35S:nahG* and WT were rather limited in either condition. In LTMH, there was a trend toward lower hexose content in polarized microspore stage anthers, slightly higher glucose levels at bicellular stage anthers, as well as slightly higher sucrose and glucose levels at mature pollen stage anthers (Figure 4).

**FIGURE 4:**
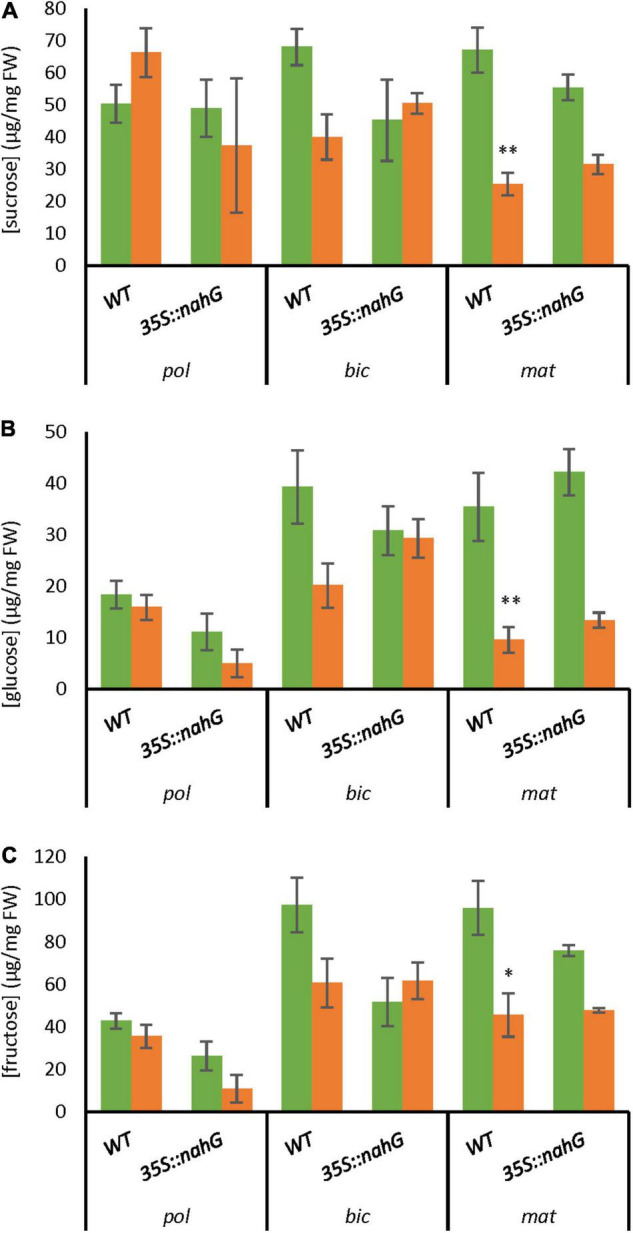
Simple carbohydrate levels in developing anthers of WT and *35S:nahG* in CT and LTMH. LTMH consisted of repeated exposure to 34°C (day) and 28°C (night). Carbohydrate concentrations were measured after 4, 7, and 10 days of exposure to the treatment, respectively, for polarized microspore (pol), bicellular pollen (bic), and mature pollen (mat) stage anthers. Green bars represent CT, orange bars LTMH. Values indicate the mean ± SD (*n* = 6 samples, with pools of 20 (pol), 15 (bic), or 10 (mat) anther cones per sample). **(A)** Sucrose levels. Two-way ANOVA main effects in pol/bic/mat: temperature *P* < 0.05/ < 0.01/ < 0.001; genotype ns/*P* < 0.05/ns; interaction ns/*P* < 0.05/ < 0.01. **(B)** Glucose levels. Two-way ANOVA main effects in pol/bic/mat: temperature ns/*P* < 0.01/ < 0.001; genotype *P* < 0.01/ns/*P* < 0.05; interaction ns/*P* < 0.01/ns. **(C)** Fructose levels. Two-way ANOVA main effects in pol/bic/mat: temperature ns/ns/*P* < 0.01; genotype *P* < 0.01/*P* < 0.01/ns; interaction ns/*P* < 0.01/ns. *Significantly different within stage between LTMH and CT in WT or between mutant and WT within temperature treatment (brackets), one-way ANOVA with Games–Howell *post hoc*, *P* < 0.05; ^**^P < 0.01; ^***^P < 0.001.

### Hormone Levels in the Long-Term Mild Heat-Tolerant Low-Salicylic Acid Line

To further investigate potential interactions between SA and other plant hormones, we measured the level of ABA, JA-ile, IAA, and various CKs in bicellular-stage anthers of *35S:nahG* and the wild type (Figure 5). There was a trend toward lower ABA content in anthers of the wild type when exposed to LTMH, and this reduction was significant for IAA, JA-ile, and iP, while the concentration of cZ was increased. In CT, *35S:nahG* had lower levels of ABA, IAA, and JA-Ile than WT, and a higher level of iP. The only difference between *35S:nahG* and WT in LTMH was a slight increase in IAA level (Figure 5B).

**FIGURE 5:**
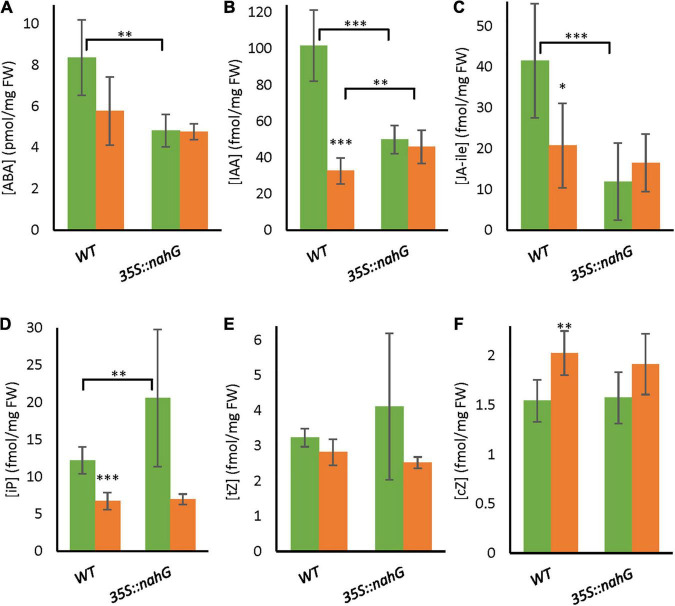
Hormone levels in bicellular pollen stage anthers of WT and *35S:nahG* after exposure to LTMH. LTMH consisted of repeated exposure to 34°C (day) and 28°C (night). Hormone concentrations were measured after 7 days of exposure to the treatment. Green bars represent CT, orange bars LTMH. Values indicate the mean ± SD (*n* = 6 samples, with pools of 20 anther cones per sample). **(A)** Abscisic acid (ABA) levels. Two-way ANOVA main effects: temperature *P* < 0.05; genotype ns; interaction *P* < 0.05. **(B)** IAA levels. Two-way ANOVA main effects: temperature *P* < 0.001; genotype *P* < 0.05; interaction *P* < 0.001. **(C)** Jasmonic acid-isoleucine (JA-ile) levels. Two-way ANOVA main effects: temperature ns; genotype *P* < 0.01; interaction *P* < 0.01. **(D)** iP levels. Two-way ANOVA main effects: temperature *P* < 0.001; genotype *P* < 0.05; interaction *P* < 0.05. **(E)** tZ levels. Two-way ANOVA main effects: temperature *P* < 0.01; genotype ns; interaction ns. **(F)** cZ levels. Two-way ANOVA main effects: temperature *P* < 0.01; genotype ns; interaction ns. *Significantly different between LTMH and CT in WT or between mutant and WT within temperature treatment (brackets), one-way ANOVA with Games–Howell or LSD *post hoc*, *P* < 0.05; ^**^P < 0.01; ^***^P < 0.001.

### Jasmonic Acid Is Required for Pollen Long-Term Mild Heat Tolerance

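In LTMH, all 9 tested JAZ genes had lower expression in the low-SA line than in WT (median log2 fold change −0.66), and edgeR called 4 of them, or 5 when adjusted over the list alone. They were JAZ4 (Solyc12g049400, −1.11, SE 0.26, edgeR adjusted p = 0.0195), JAZ3 (Solyc03g122190, −0.86, SE 0.218, adjusted p = 0.0256), JAZ11 (Solyc08g036660, 5.19 ± 4.02 against 0.712 ± 0.257 CPM, SE 0.785, adjusted p = 0.0339, with overlapping libraries) and JAZ13 (Solyc01g103600, −0.66, SE 0.184, adjusted p = 0.0366). JAZ2 (−0.93, SE 0.333, adjusted p = 0.0799) was called lower with DESeq2 (0.00803) and with all 4 groups in one fit (0.0464), over a range from 0.00803 to 0.207. For JAZ13 the call was lost with DESeq2 (0.0791) and with no filter on low counts (0.0531, and 0.0366 to 0.113 over the alternatives). Over the alternatives, adjusted p-values ran from 0.00225 to 0.0711 for JAZ4, from 0.000357 to 0.083 for JAZ3 and from 0.00172 to 0.113 for JAZ11. JAZ5 (−0.50, edgeR adjusted p = 0.0439) and JAZ7 (−0.52, adjusted p = 0.0256) were lower by less than 1.5-fold.

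How many JAZ genes were called depended on single libraries. None was called without WT LTMH replicate 2 or without 35S:nahG LTMH replicate 2 or 3, 2 without WT LTMH replicate 4 or 35S:nahG LTMH replicate 4, and 6 without WT LTMH replicate 3. In each of these fits all 9 log2 fold changes were negative, with medians from −0.73 to −0.52. At an unadjusted p-value under 0.05, 8 of the 9 were lower with all libraries. In CT, JAZ4 (−1.44, edgeR adjusted p = 1e-04) and JAZ2 (−1.13, adjusted p = 0.00543) were already lower in 35S:nahG.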

Although the level of JA-ile was equally low in the wild type and low-SA line in LTMH, the lower expression of multiple JAZ repressor genes suggested that the transgenic line was more sensitive to JA. To evaluate the role of JA in the pollen LTMH phenotype, we assessed the JA biosynthesis mutants *defenseless1* (*def1*) and *acyl-CoA oxidase A1* (*acx1*), in which the JA level is reduced (Howe et al., 1996; Li et al., 2005). While both lines performed as well as the WT in CT, they had a significantly lower PV than WT already in very mild LTMH conditions (Figure 6). The hypersensitive response in LTMH suggests that a low JA signal may indeed limit pollen development in this condition.

**FIGURE 6:**
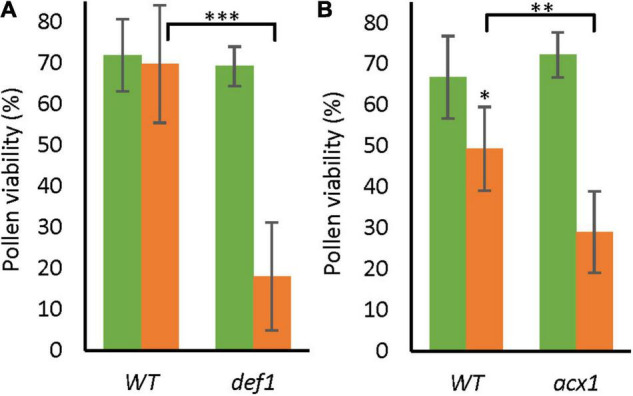
Pollen viability of low-JA genotypes in CT and LTMH conditions. Pollen viability was measured 14–20 days after the onset of the treatment. Green bars represent CT, and orange bars LTMH treatment. **(A)** PV of *def1*. LTMH consisted of repeated exposure to 30°C (day) and 24°C (night). Values indicate the mean ± SD (*n* = 5 plants, with multiple pools of 3 anther cones per plant). Two-way ANOVA main effects: temperature *P* < 0.01; genotype *P* < 0.001; interaction *P* < 0.01. **(B)** PV of *acx1*. LTMH consisted of repeated exposure to 31°C (day) and 25°C (night). Values indicate the mean ± SD (*n* = 5 plants, with multiple pools of 3 anther cones per plant). Two-way ANOVA main effects: temperature *P* < 0.001; genotype ns; interaction *P* < 0.05. *Significantly different between LTMH and CT in WT or between mutant and WT within temperature treatment (brackets), one-way ANOVA with LSD *post hoc*, *P* < 0.05; ^**^P < 0.01; ^***^P < 0.001.

## Discussion

In this study, we have shown that endogenous levels of SA, which is often associated with biotic and abiotic stress responses, negatively affect pollen LTMH tolerance. We found that reducing SA levels had distinct effects on anther and pollen physiology under LTMH, and found evidence for a role of JA signaling in the mechanism behind pollen thermotolerance of the low-SA line.

### Pollen Long-Term Mild Heat Tolerance Through Low Salicylic Acid Level

A high PV was observed in a *35S:nahG* low-SA tomato line compared to wild type when plants were subjected to LTMH. This result contrasts with the findings that SA has a positive effect on the basal and acquired thermotolerance of Arabidopsis seedlings exposed to heat shock (Larkindale et al., 2005; Clarke et al., 2009). Similarly, SA treatment reduced the effects of heat stress on the vegetative tissues of wheat (Khan et al., 2013), and rice spikelets (Zhang et al., 2017; Feng et al., 2018). A possible explanation is a difference in the degree of heat injury experienced by the plants. Formation of ROS has been reported at an absolute high temperature, while milder heat regimes, such as in LTMH conditions, do not lead to detectable ROS damage (Djanaguiraman et al., 2014, 2018; Zhao et al., 2018). Indeed, it has been proposed before that the positive effect of SA on thermotolerance is associated with increased ROS scavenging activity (Larkindale and Knight, 2002; Herrera-Vásquez et al., 2015; Feng et al., 2018). Furthermore, the positive effects shown by increasing the signal of SA are mostly derived from experiments on vegetative tissues. Increased levels of SA may cause a shift of resource allocation from growth and development to a stress acclimation response (Huot et al., 2014; Karasov et al., 2017; Bechtold and Field, 2018). While existing vegetative tissue may be able to endure a period of scarcity by entering into a state of metabolic quiescence, the highly dynamic process of pollen development may not be able to do so. Thus, there is the possibility that in LTMH conditions, the temperature itself may not be detrimental to pollen development, but rather the investment in stress tolerance pathways, which prepares the plant for more severe temperature conditions, is. Accordingly, SA treatment in non-stressed conditions may reduce PV (Praba and Thangaraj, 2005). From an evolutionary viewpoint, a strong early acclimation to be able to withstand further temperature increases at the organismal level may be a beneficial trade-off against a temporary reduction of PV. However, from an agricultural perspective, the same can be an undesirable trait as stress levels do not always become unsustainable.

### Low-Salicylic Acid Effects on Anther and Pollen Physiology in Long-Term Mild Heat

Based on transcriptomic and physiological analyses, several hypotheses for the mechanism behind higher pollen LTMH tolerance of the *35S:nahG* line might be posed. 

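The listed light harvesting genes fell in LTMH in WT, where 20 of 23 were called lower by edgeR with a median log2 fold change of −1.17. In 35S:nahG, 13 were called lower in LTMH, with a median of −0.62. In the interaction test, 21 of the 23 responded less negatively in the low-SA line (median difference 0.47). Of these, 7 were called and 18 passed on the edgeR adjusted p-value alone. Median responses were −1.23 to −1.08 in WT and −0.65 to −0.59 in 35S:nahG when single libraries were left out. Of the 10 genes of electron transport in photosystem I, 1 was called in the interaction test, and 4 passed on the adjusted p-value alone. The paper chose both lists by the difference between the lines in LTMH, which is part of the interaction. The direction of these interactions is thus not independent evidence.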

We found higher expression of photosynthesis-related gene expression in anthers of the low-SL line, counteracting the strong downregulation of these genes by LTMH in the wild type. Young anthers do contain chloroplasts for photosynthesis, which might be hypothesized to then function better in the low-SA line. However, it has been reported before that LTMH-type temperatures hardly affect photosynthesis rates (Camejo et al., 2005). Moreover, excluding light from developing flower buds did not compromise pollen development (data not shown). Thus, photosynthesis-related gene expression differences are not likely to be the reason for the pollen LTMH hypertolerance of the low-SA line.

There was a lower expression of mitosis-related genes in the low-SA anthers compared to wild type in LTMH specifically, indicating that certain cells in the low-SA anthers were less progressed toward mitosis, putatively the microspores. However, this process was not upregulated by LTMH in the wild type, suggesting it is not involved in the pollen LTMH phenotype. 

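The 12 genes listed for DNA replication initiation did not differ as a group between the lines in CT (median log2 fold change −0.01, 6 positive and 6 negative), where none was called, although 4 were higher and 1 lower on the edgeR adjusted p-value alone. In the interaction test, all 12 responded more negatively to LTMH in the low-SA line, with a median difference of −0.49, and 4 were called. The paper chose this list by the difference between the lines in LTMH, which is part of the interaction. The direction of the interaction is thus not independent evidence. The 10 genes of cell cycle DNA replication had a median log2 fold change of −0.45 in LTMH, with 2 called lower.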

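In WT, the 12 genes of DNA replication initiation changed little in LTMH (median log2 fold change 0.14, 10 positive). None was called, although on the edgeR adjusted p-value alone 4 were higher and 1 was lower. In 35S:nahG the median was −0.42, with 1 gene called lower and 8 lower on the adjusted p-value alone. Of the 10 genes of cell cycle DNA replication, 1 was called higher in LTMH in WT (median 0.18).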

At the same time, there was decreased transcript accumulation of *TDF1*, *WBC27*, and *CYP703A2*, which are all expressed in the tapetum at early microspore stages (Xu et al., 2010; Xiong et al., 2016), and strongly repressed during further microspore development, suggesting advanced progression of certain tapetal developmental programs. Furthermore, we found that *MPK3* was expressed higher in the low-SA line. 

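In WT, LTMH itself lowered TDF1 (log2 fold change −2.58, SE 0.873, edgeR adjusted p = 0.0487) and CYP703A2 (−4.00, SE 1.27, adjusted p = 0.0383). In 35S:nahG, CYP703A2 fell from 2755 ± 543 CPM in CT to a few CPM in LTMH, WBC27 changed by −10.14 on the log2 scale and TDF1 was at least 12.2-fold lower in LTMH than in CT. For TDF1, the interaction was not called (−2.94, edgeR adjusted p = 0.254). In WT CT, CYP703A2 was expressed at 502 ± 439 CPM, so that the libraries of that group already differed widely in these transcripts.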

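In CT, no difference in MPK3 expression was called between the lines (22.1 ± 2.87 CPM in WT, 18.8 CPM in 35S:nahG with libraries from 9.28 to 41.4, log2 fold change −0.23, SE 0.413, edgeR adjusted p = 0.697). The spread in 35S:nahG CT came from replicate 2. Without it the log2 fold change was −0.96 and called lower (edgeR adjusted p = 0.00102), and without 35S:nahG CT replicate 3 it was 0.01 (0.00102 to 0.994 over the alternatives). LTMH raised MPK3 in the low-SA line (log2 fold change 1.97, SE 0.446, edgeR adjusted p = 0.00509).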

Knockout of *MPK3* in *Arabidopsis* results in smaller anthers, and in a double mutant with its closest homolog, *MPK6*, pollen development is severely impaired (Hord et al., 2008). The tomato orthologs of both, *MPK3* and *MPK6* (Solyc12g019460), were significantly downregulated by LTMH in the wild type; higher expression of *MPK3* in *35S:nahG* may thus prevent damage through this pathway. 

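MPK3 was lower in LTMH than in CT in WT by a log2 fold change of −0.66 (SE 0.15, edgeR adjusted p = 0.0103), 1.58-fold. The call was lost with all 4 groups in one fit (edgeR adjusted p = 0.21) and, by the fold change threshold, without WT LTMH replicate 4 (−0.52, adjusted p = 0.0344), with 0.000244 to 0.21 over the alternatives. MPK6 was lower in LTMH in WT by 1.34-fold, from 39.8 ± 4.47 to 29.7 ± 0.963 CPM (log2 fold change −0.42, SE 0.0883, edgeR adjusted p = 0.00707), significant but below the fold change of 1.5 used for DEGs. In 35S:nahG, MPK6 fell from 47.0 ± 4.19 to 29.9 ± 1.15 CPM (−0.65, SE 0.0768, edgeR adjusted p = 0.000108), and it did not differ between the lines in LTMH (0.01, adjusted p = 0.919). The response of MPK3 differed between the lines by 2.62 on the log2 scale (SE 0.552, edgeR adjusted p = 0.00602).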

Taken together, various anther developmental pathways are differentially affected by *35S:nahG* in LTMH.

In addition, we found higher expression of *HSF6b* in LTMH and *HSF9* in CT and LTMH. It remains to be determined whether this constitutes an *HSFA2*-independent branch of the HSR that protects against LTMH. 

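The HSFA6b gene Solyc06g053960 rose in LTMH in WT (log2 fold change 1.56, edgeR adjusted p = 0.037) and in 35S:nahG (2.38), and these responses were not shown to differ (interaction 0.82, adjusted p = 0.373). For Solyc06g053950 the interaction was 1.47 (edgeR adjusted p = 0.0614). HsfA9 fell in LTMH in both lines, by a log2 fold change of −1.38 in WT and −1.10 in 35S:nahG.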

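The 11 protein refolding genes of Supplementary Table 7 rose slightly in LTMH in WT (median log2 fold change 0.24, 2 called higher by edgeR) and had a median of 0.06 in 35S:nahG. In CT they had a median of −0.21 in 35S:nahG against WT, with 8 of 11 negative and 2 called higher. In the interaction test 3 were called, each with a more negative response in the low-SA line (median over all 11, −0.16). As the paper chose this list by the difference between the lines in LTMH, this direction is not independent evidence.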

Enrichment analysis indicated that the responses to unfolded proteins and ER stress as a whole were reduced in *35S:nahG* in LTMH, which could be a result of constitutively better protection to protein unfolding. 

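In the set for carbohydrate metabolism and transport, 23 of the 170 tested genes were called higher in 35S:nahG in LTMH, where 7.9 were expected (odds ratio 3.27, two-sided Fisher's exact test, p = 4.11e-06, adjusted p = 0.00016). The adjusted p-value ranged from 8.37e-08 to 0.00277 over the alternatives. Genes called lower numbered 8, against 8.35 expected, and all DEGs together 31, against 16.2 expected (odds ratio 2.13, Fisher's exact test, p = 0.000526, adjusted p = 0.0103). The other 12 sets tested gave no adjusted p-value under 0.05 in either direction.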

Carbohydrate-related gene annotations were overrepresented in the tolerant line. This was mainly caused by highly diverse expression changes of several *FBA*, *BAM*, *SWEET*, and *STP* genes, without a clear overall pattern. 

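In several of these genes the LTMH response itself differed between the lines. Solyc01g110360 fell in LTMH in WT (log2 fold change −0.80, SE 0.116, edgeR adjusted p = 0.00143), and its response was more positive in the low-SA line by 0.97 (adjusted p = 0.000671). The differences in response were 0.59 for Solyc02g084440 and, below the fold change threshold, 0.54 for Solyc02g062340. BAM1 rose in LTMH in 35S:nahG alone (0.90, interaction 1.02, edgeR adjusted p = 0.0015). Among the SWEET genes the response was more positive in 35S:nahG for SlNEC1 (2.69), SlSWEET6a (1.91) and SlSWEET7a (0.80), and more negative for SlSWEET1c (−1.67) and SlSWEET12c (−0.97).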

*35S:nahG* had a slightly increased sucrose and glucose level in bicellular and mature pollen stage anthers in LTMH, but overall carbohydrate levels were rather similar to wild type. Sucrose and hexose levels thus seem not to be predictive of pollen performance, either because they are not limiting at these observed levels, or because they do not sufficiently capture underlying metabolic fluxes.

### Enhanced Jasmonic Acid Signal May Mediate the Low-Salicylic Acid Effect on Pollen Long-Term Mild Heat Tolerance

Long-term mild heat had negative effects on the level of IAA, JA-ile, and iP in the wild type. When comparing the low-SA and wild-type plants, only the drop in IAA level seemed to be mitigated to some extent, raising the possibility that this contributed to improved LTMH tolerance. Indeed, indications that low IAA levels are causal for pollen failure have been reported for barley (Sakata et al., 2010). An absence of JA signal also causes severe anther and pollen developmental defects in Arabidopsis and reduced PV in tomatoes (Xie et al., 1998; Li et al., 2004). The severe pollen phenotype in two low-JA genotypes at mildly elevated temperature shows that there is a temperature-dependent requirement for this hormone in the process of pollen development. Interestingly, *35S:nahG* dampened the upregulation by LTMH of several JAZ genes, encoding repressors of the JA response (Chini et al., 2017), raising the possibility that low JA signaling is causal to pollen LTMH damage and that increased JA signaling strength in *35S:nahG* contributes to better pollen performance of this line. Indeed, Arabidopsis seedlings require JA signaling for heat tolerance, and heat-induced male sterility has been linked to reduced JA signal (Clarke et al., 2009; Khan et al., 2020; He et al., 2021). It is likely, however, that both, the LTMH pollen phenotype in the wild type and the increased tolerance in the low-SA line involve interaction between multiple hormones. In addition to JA, SA, auxin, and ABA have all been implicated in pollen development (Cardarelli and Cecchetti, 2014; Feng et al., 2018; Yao et al., 2018; Rezaul et al., 2019; Terceros et al., 2020). Furthermore, multiple hormones are associated with cell division (Shimotohno et al., 2021), carbohydrate metabolism (Eveland and Jackson, 2012), and the heat shock response (Snyman and Cronjé, 2008; Carranco et al., 2010; Huang et al., 2016; Tian et al., 2020; Li et al., 2021). 

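A weaker upregulation by LTMH is a difference between the responses of the lines, which was tested as the interaction. Of the 9 tested JAZ genes, 6 had a smaller LTMH response in 35S:nahG (median log2 difference −0.38). Of these, 1 was called by edgeR, and 2 had an unadjusted p-value under 0.05. The called gene was JAZ13 (log2 difference −1.15, SE 0.272, edgeR adjusted p = 0.011), which LTMH did not raise in WT (0.33, adjusted p = 0.173) and lowered in 35S:nahG (−0.81, adjusted p = 0.014). For JAZ3 the difference was −0.50 (edgeR adjusted p = 0.189), and without WT LTMH replicate 3 it was −0.75 and called (adjusted p = 0.00815, and 0.00815 to 0.396 over the alternatives). It was −0.58 for JAZ5 (edgeR adjusted p = 0.119), −0.23 for JAZ1 (adjusted p = 0.556) and 0.33 for JAZ4, which was lower in the low-SA line at both temperatures. From the dampened upregulation of JAZ genes, together with the pollen phenotype of the low-JA genotypes, the paper proposes that stronger JA signaling contributes to pollen performance of the low-SA line in LTMH.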

Analysis of the role of single hormones as well as their interaction will be needed to be able to model and forecast the effects of hormone modifications on pollen heat tolerance.

Taken together, we have shown that low endogenous SA level promotes pollen development under LTMH conditions and found a number of plausible mechanisms for the tolerant phenotype. Future studies might investigate the involvement of specific genes, such as *MPK3* and *HSF*s, and the hormones IAA and JA, e.g., through analysis of lines with reduced JAZ gene activity. For potential future applications, it will be important to test whether anther-specific reduction of SA is sufficient to obtain the desired tolerance.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE185583.

## Author Contributions

SJ and IR conceived and designed the study and wrote the manuscript. SJ, LS, YT, and WK performed the research. SJ, WL, and IR analyzed and interpreted the data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 1

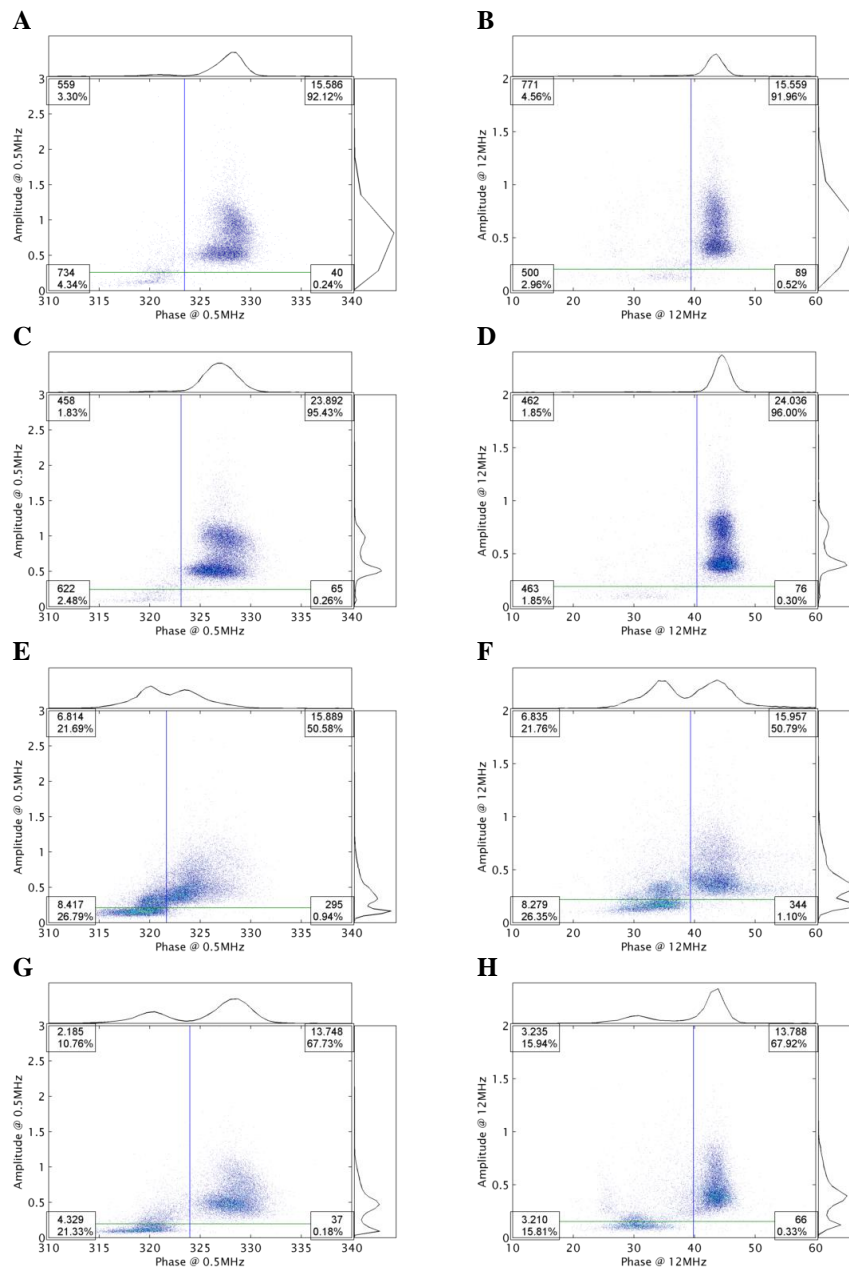

**Supplementary Figure 1.** Representative outputs of impedance flow cytometry pollen viability measurements. For each pollen the amplitude and phase change of the electrical resistance (impedance) of the running buffer is plotted, roughly corresponding to cell size and membrane potential, respectively (Heidmann et al., 2016). The datapoints in the upper right quadrant represent viable pollen, while the upper- and lower left quadrants contain data of non-viable pollen; the lower right quadrant may contain cell debris and other non-pollen contaminants. Pollen viability of wild-type in CT conditions (A, B), *35S::nahG* in CT conditions (C, D), wild-type in LTMH conditions (E, F) and *35S::nahG* in LTMH conditions (G, H). A, C, E, G) Impedance to a frequency of 0.5 MHz, B, D, F, H) Impedance to a frequency of 12 MHz.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 2

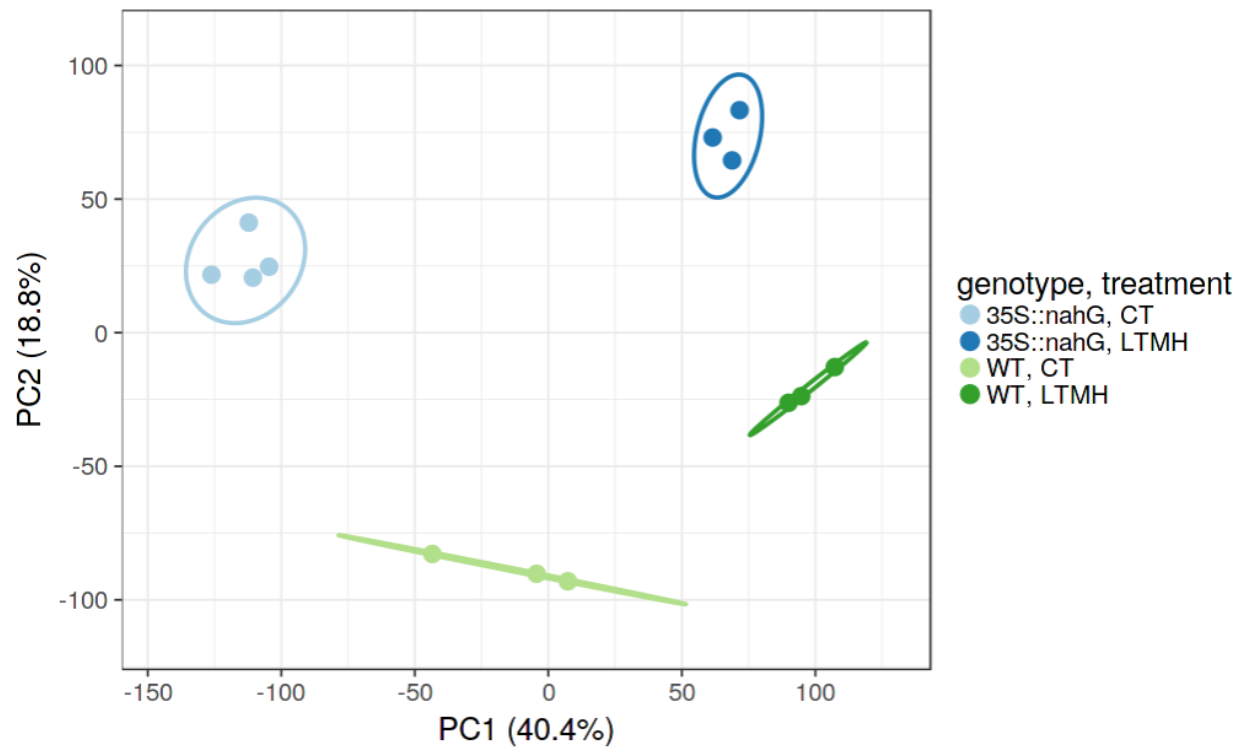

**Supplementary Figure 2.** Principal component analysis of transcriptome data from polarized microspore stage anthers of *35S::nahG* and wild type in CT and LTMH.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 3

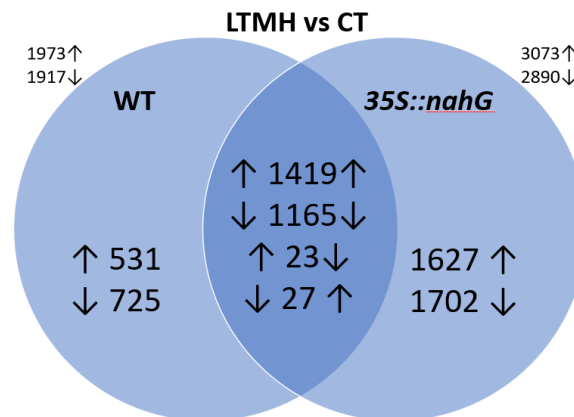

**Supplementary Figure 3.** Differentially expressed genes in polarized stage anthers of WT and *35S::nahG* between CT and LTMH. The Venn diagram represents DEGs of the LTMH-response, and the overlap between the two lines. LTMH consisted of repeated exposure to 34°C (day) and 28°C (night). Values indicate the number of DEGs, and up and down arrows indicate up- or downregulation, respectively, in LTMH. An arrow left to the value indicates the direction of response in WT; on the right, in *35S::nahG*. The values outside the diagram indicate the total number of DEGs for that genotype.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 4

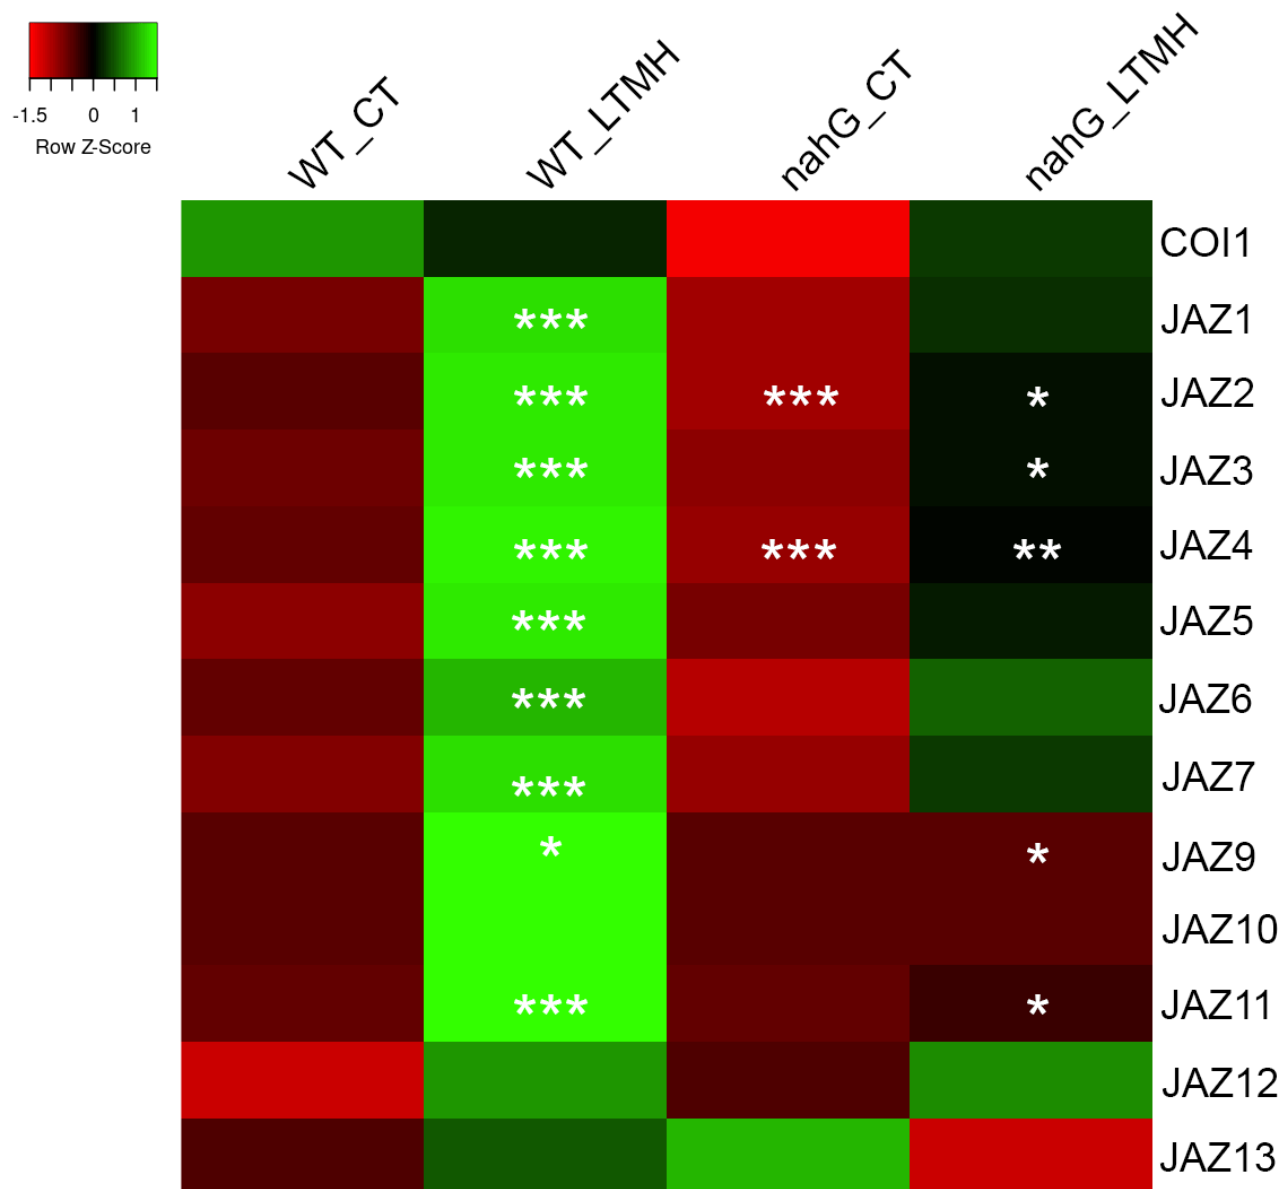

**Supplementary Figure 4.** Differential expression of *COI* and *JAZ* jasmonate signalling component genes between *35S::nahG* and WT. *COI1*, Solyc05g052620; *JAZ1*, Solyc07g042170; *JAZ2*, Solyc12g009220; *JAZ3*, Solyc03g122190; *JAZ4*, Solyc12g049400; *JAZ5*, Solyc03g118540; *JAZ6*, Solyc01g005440; *JAZ7*, Solyc11g011030; *JAZ9*, Solyc08g036640; *JAZ10*, Solyc08g036620; *JAZ11*, Solyc08g036660; *JAZ12*, Solyc01g009740; *JAZ13*, Solyc01g103600 (based on Chini et al., 2017). \*, significantly different between LTMH and CT in WT or between mutant and WT within temperature treatment,  $|FC| > 1.5$ , FDR  $q < 0.05$ ; \*\*, FDR  $q < 0.01$ ; \*\*\*, FDR  $q < 0.001$ .

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 5

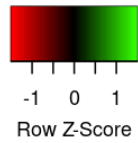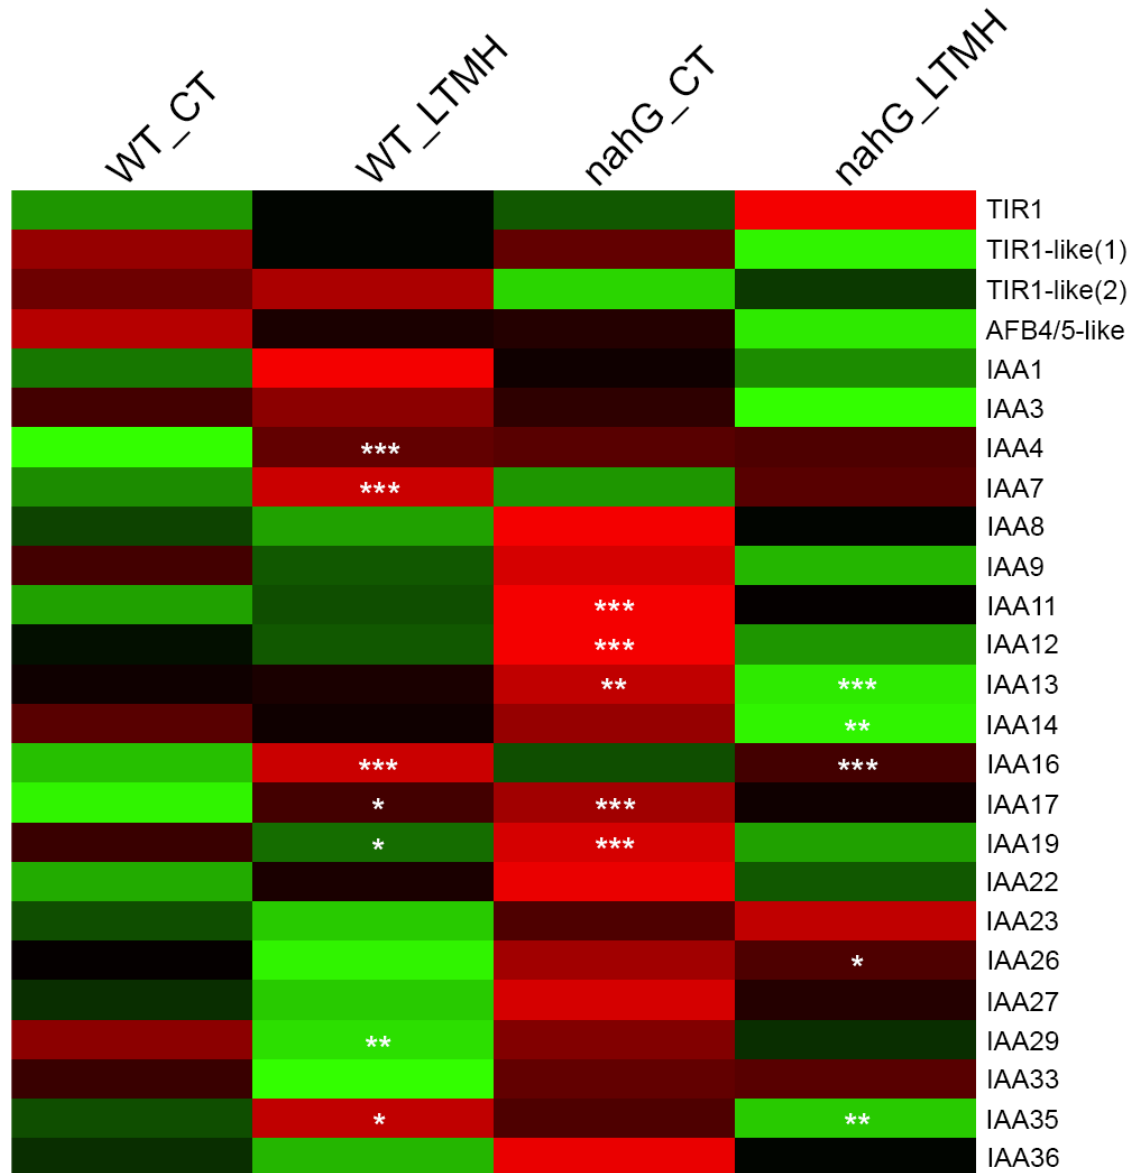

**Supplementary Figure 5.** Differential expression of *TIR1/AFB* and *AUX/IAA* auxin signalling components between *35S::nahG* and WT. TIR1, Solyc09g074520; TIR1-like(1), Solyc02g079190; TIR1-like(2), Solyc06g008780; AFB4/5, Solyc04g074980; IAA1, Solyc09g083280; IAA3, Solyc09g065850; IAA4, Solyc06g053840; IAA7, Solyc06g053830; IAA8, Solyc12g007230; IAA9, Solyc04g076850; IAA11, Solyc12g096980; IAA12, Solyc09g064530; IAA13, Solyc09g090910; IAA14, Solyc09g083290; IAA16, Solyc01g097290; IAA17, Solyc06g008590; IAA19, Solyc03g120380; IAA22, Solyc06g008580; IAA23, Solyc04g054280; IAA26, Solyc03g121060; IAA27, Solyc03g120500; IAA29, Solyc08g021820; IAA33, Solyc07g019450; IAA35, Solyc07g008020; IAA36, Solyc06g066020 (based on Audran-Delalande et al., 2012). \*, significantly different between LTMH and CT in WT or between mutant and WT within temperature treatment,  $|FC| > 1.5$ , FDR  $q < 0.05$ ; \*\*, FDR  $q < 0.01$ ; \*\*\*, FDR  $q < 0.001$ .

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 7

**Supplementary Table 2.** Flower length and sampling conditions for different stages of pollen development.

|  | **Polarized microspores** | **Binucleate pollen** | **Mature pollen** |
| --- | --- | --- | --- |
| DBA^1^ (days) | 7 | 4 | 1 |
| Flower length^2^ (mm) | 4.6-4.8 | 6.1-6.4 | 7.0-7.5 |
| Days HT (minimum) | 7 | 10 | 13 |
| Days HT (sampling) | 8 | 11 | 14 |
| # of anthers/200 mg | 65 | 40 | 25 |

^1^DBA: days before anthesis

^2^Flower length was measured including the receptacle, but excluding (protruding) sepals.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 8

**Supplementary Table 3.** Multiple reactions monitoring (MRM) transitions table for all plant growth regulators and corresponding internal standards used in this study.

| **Number** | **Compound** | **Retention Time** | **Mass^1^** | **MRM transition** | **Cone V.** | **Coll. Energy** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | IAA | 3.34 | +176.25 | 103.2 | 30 | 25 |
|  |  |  |  | 130.2^‡^ | 30 | 15 |
| 2 | ^[13C6]^IAA | 3.32 | +182.1 | 109.2 | 30 | 25 |
|  |  |  |  | 136.2^‡^ | 30 | 15 |
| 3 | SA | 3.64 | -137.1 | 93.1^‡^ | 40 | 15 |
|  |  |  | +139.1 | 121.0 | 18 | 12 |
|  | ^[2H4]^SA | 3.60 | -141.1 | 97.1^‡^ | 40 | 15 |
|  |  |  | +143.1 | 124.9 | 20 | 14 |
| 4 | ABA | 4.15 | -263.25 | 153.15^‡^ | 30 | 10 |
|  |  |  |  | 219.15 | 30 | 15 |
| 5 | ^[2H6]^ABA | 4.12 | -269.25 | 159.15^‡^ | 30 | 10 |
|  |  |  |  | 225.15 | 30 | 15 |
| 9 | JA-Ile | 8.38 | +324.45 | 86.25^‡^ | 35 | 20 |
|  |  |  |  | 151.3 | 35 | 15 |
|  |  |  |  | 278.45 | 35 | 10 |
| 10 | ^[2H2]^JA-Ile | 8.35 | +326.4 | 151.3^‡^ | 35 | 15 |
|  |  |  |  | 280.45 | 35 | 10 |
| 11 | iP | 8.17 | 204.1 | 69.1 | 40 | 20 |
|  |  |  |  | 136.2^‡^ | 40 | 10 |
| 12 | ^[2H2]^iP | 8.14 | 210.1 | 75.08 | 40 | 20 |
|  |  |  |  | 137.1^‡^ | 40 | 10 |
| 13 | tZ | 2.84 | 220.3 | 136.25^‡^ | 40 | 15 |
|  |  |  |  | 148.25 | 40 | 15 |
|  |  |  |  | 202.3 | 40 | 10 |
| 14 | ^[2H3]^tZ | 2.80 | 225.3 | 137.25^‡^ | 40 | 15 |
|  |  |  |  | 148.25 | 40 | 15 |
|  |  |  |  | 207.25 | 40 | 10 |
| 15 | cZ | 3.34 | 220.3 | 136.25^‡^ | 40 | 15 |
|  |  |  |  | 148.25 | 40 | 15 |
|  |  |  |  | 202.3 | 40 | 10 |

^1^Mass in positive (+) or negative (-) ion mode.

^‡^Transition used for quantification

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 10

**Supplementary Table 5.** Panther gene-set enrichment analysis of gene expression differences between *35S::nahG* and WT in LTMHT conditions.

| **PANTHER GO-Slim Biological Process** | | **#** | **+/-** | **p-value** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| GO:0015979 | photosynthesis | 36 | + | 2.20E-12 | 3.34E-09 |
| GO:0006270 | DNA replication initiation | 18 | - | 1.44E-05 | 1.46E-03 |
| GO:0009737 | response to abscisic acid | 33 | + | 4.00E-05 | 2.76E-03 |
| GO:0033260 | nuclear DNA replication | 13 | - | 1.49E-04 | 7.06E-03 |
| GO:0071897 | DNA biosynthetic process | 93 | - | 1.72E-04 | 7.92E-03 |
| GO:0006414 | translational elongation | 258 | - | 2.43E-04 | 8.81E-03 |
| GO:0035967 | cellular response to topologically incorrect protein | 51 | - | 2.87E-04 | 9.08E-03 |
| GO:0009611 | response to wounding | 15 | - | 4.27E-04 | 1.16E-02 |
| GO:0031347 | regulation of defence response | 19 | - | 6.18E-04 | 1.59E-02 |
| GO:0034976 | response to endoplasmic reticulum stress | 66 | - | 6.19E-04 | 1.57E-02 |
| GO:0046907 | intracellular transport | 476 | - | 7.90E-04 | 1.88E-02 |
| GO:0006302 | double-strand break repair | 89 | - | 8.82E-04 | 2.03E-02 |
| GO:0006091 | generation of precursor metabolites and energy | 148 | + | 9.56E-04 | 2.17E-02 |
| GO:0030490 | maturation of SSU-rRNA | 41 | - | 9.77E-04 | 2.15E-02 |
| GO:0000470 | maturation of LSU-rRNA | 36 | - | 1.19E-03 | 2.39E-02 |
| GO:1901566 | organonitrogen compound biosynthetic process | 652 | - | 1.56E-03 | 2.97E-02 |
| GO:0140014 | mitotic nuclear division | 198 | - | 1.58E-03 | 2.87E-02 |
| GO:0006271 | DNA strand elongation involved in DNA replication | 11 | - | 1.64E-03 | 2.89E-02 |
| GO:0015031 | protein transport | 373 | - | 1.96E-03 | 3.39E-02 |
| GO:0000027 | ribosomal large subunit assembly | 38 | - | 2.02E-03 | 3.38E-02 |
| GO:0071824 | protein-DNA complex subunit organization | 95 | - | 2.06E-03 | 3.41E-02 |
| GO:0031497 | chromatin assembly | 46 | - | 2.41E-03 | 3.89E-02 |
| GO:0000076 | DNA replication checkpoint | 13 | - | 2.44E-03 | 3.91E-02 |
| GO:0001932 | regulation of protein phosphorylation | 60 | - | 2.53E-03 | 4.00E-02 |
| GO:0009416 | response to light stimulus | 78 | + | 2.65E-03 | 4.16E-02 |
| GO:0009312 | oligosaccharide biosynthetic process | 28 | + | 2.79E-03 | 4.28E-02 |
| GO:0044248 | cellular catabolic process | 693 | - | 2.93E-03 | 4.37E-02 |
| GO:0006006 | glucose metabolic process | 28 | + | 2.98E-03 | 4.35E-02 |

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 13

**Supplementary Table 8.** Overrepresentation analysis of gene sets among genes differentially expressed between *35S::nahG* versus and type in LTMH conditions (pollen development, heat shock response (HSR), and carbohydrate metabolism and transport).

|  | **LTMH** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Low-SA > WT** | | **Low-SA < WT** | | **Total** | |
| **pollen development (254)**^1^ |  | 6 |  | 9 |  | 15 |
| **HSR (219)** |  | 10 |  | 9 |  | 19 |
| **carbohydrates (210)** |  | 21^***2^ |  | 8 |  | 29^***^ |

^1^The number in brackets indicates the total amount of genes in the subset.

^2^Red shades indicate overrepresentation of gene sets.

*, significantly overrepresented as determined by Chi-square test with Yates’ correction, P < 0.05; **, P < 0.01; ***, P < 0.001.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 14

**Supplementary Table 9.** Pollen, tapetum, and anther development-related genes that are significantly differentially expressed between *35S::nahG* and WT in LTMH.

|  | | **LTMH** | | **CT^1^** |
| --- | --- | --- | --- | --- |
| **GeneID** | **Gene** | **log_2_(FC)** | **FDR q** |  |
| Solyc06g005170 | MPK3 | 2.394 | 3.25E-57 |  |
| Solyc11g005985 | CALS5^3^ | 2.066 | 6.72E-03 |  |
| Solyc10g018780 | SlySBP8a | 0.843 | 1.57E-04 | ↑***^2^ |
| Solyc06g051750 | CPD | 0.833 | 3.30E-08 | ↑*** |
| Solyc08g042000 | SPS2F^3^ | 0.775 | 1.08E-06 | ↑*** |
| Solyc05g015390 | SRP1^3^ | 0.587 | 1.41E-14 | ↑*** |
| Solyc02g086920 | MTN3^3^ | -0.605 | 1.31E-03 | ↓*** |
| Solyc01g008820 | SSP^3^ | -0.621 | 1.88E-18 | ↑*** |
| Solyc11g066690 | RMI2^3^ | -0.722 | 4.57E-02 | ↓*** |
| Solyc05g007150 | UTR3^3^ | -0.747 | 1.65E-14 |  |
| Solyc05g052490 | APY7^3^ | -0.925 | 2.36E-03 |  |
| Solyc10g009390 | CYP703A2 | -3.349 | 2.44E-02 | ↑*** |
| Solyc01g010900 | CYP704B1 | -3.534 | 1.65E-02 | ↑*** |
| Solyc03g059200 | TDF1 | -4.441 | 1.13E-02 | ↓* |
| Solyc07g065780 | WBC27 | -5.225 | 6.08E-04 | ↑*** |

^1^ Difference between *35S::nahG* and WT in CT as reference.

^2^↑, upregulated in *35S::nahG*; ↓, downregulated; *, significantly differentially expressed between *35S::nahG* and WT in CT, P<0.05; ***, P<0.001.

^3^No *Solanum lycopersicum* annotation; closest *Arabidopsis* homolog is displayed.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 15

**Supplementary Table 10.** Heat Shock Response-related genes that are significantly differentially expressed between *35S::nahG* and WT in LTMH.

|  | | | **LTMH** | | **CT^1^** |
| --- | --- | --- | --- | --- | --- |
| **GeneID** | **Gene** | **Family^2^** | **log_2_(FC)** | **FDR q** |  |
| Solyc04g081530 | DnaJ-C | HSP40 | 1.817 | 9.89E-03 | ↑***^3^ |
| Solyc06g053960 | HsfA6b | HSF | 1.744 | 6.39E-04 |  |
| Solyc06g053950 | HsfA6b | HSF | 1.488 | 5.83E-03 |  |
| Solyc07g040680 | HsfA9 | HSF | 1.315 | 2.50E-05 | ↑*** |
| Solyc04g063390 | DnaJ-C | HSP40 | 0.97 | 3.34E-02 | ↑*** |
| Solyc05g055160 | DnaJ-A | HSP40 | 0.85 | 9.80E-51 | ↑*** |
| Solyc03g115120 | DnaJ-C | HSP40 | 0.752 | 2.24E-02 |  |
| Solyc06g052050 | BIP2 | HSP70 | 0.681 | 2.44E-03 |  |
| Solyc01g096700 | DnaJ-C | HSP40 | 0.675 | 1.42E-32 | ↑*** |
| Solyc05g010240 | Cpn60-β (4) | HSP60 | 0.654 | 5.32E-06 |  |
| Solyc01g079610 | DnaJ-B | HSP40 | -0.634 | 1.91E-08 | ↑*** |
| Solyc09g007630 | DnaJ-C | HSP40 | -0.745 | 4.41E-09 | ↑*** |
| Solyc01g099660 | BIP3 | HSP70 | -0.758 | 4.64E-02 |  |
| Solyc04g016000 | HsfB3a | HSF | -0.925 | 1.29E-05 | ↑*** |
| Solyc07g043560 | Hsp70/110-ER | HSP70 | -0.963 | 1.83E-20 | ↑* |
| Solyc04g081570 | Hsp90-7 | HSP90 | -1.006 | 4.41E-73 | ↑*** |
| Solyc09g015000 | Hsp15.2-CI | sHsp | -5.323 | 4.91E-09 | ↓*** |
| Solyc09g018960 | DnaJ-C | HSP40 | -6.915 | 8.62E-44 | ↓*** |
| Solyc09g015020 | Hsp17.7A-CI | sHsp | -7.81 | 5.36E-09 | ↓*** |

^1^Difference between *35S::nahG* and WT in CT as reference.

^2^HSP, heat shock protein; HSF, heat shock factor; sHsp, small heat shock protein

^3^↑, upregulated in *35S::nahG*; ↓, downregulated; *, significantly differentially expressed between *35S::nahG* and WT in CT, P<0.05; ***, P<0.001.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 16

**Supplementary Table 11.** Carbohydrate metabolism-related genes that are significantly differentially expressed between *35S::nahG* and WT in LTMH.

|  | | | **LTMH** | | **CT^1^** |
| --- | --- | --- | --- | --- | --- |
| **GeneID** | **Gene** | **Family**^2^ | **log_2_(FC)** | **FDR q** |  |
| Solyc10g085650 | Lin5b | CWIN | 1.289 | 2.33E-06 | ↓***^3^ |
| Solyc01g110360 | FBA1/2 | FBA | 1.288 | 5.00E-34 | ↑*** |
| Solyc12g099200 | INVINH1 / CIF1 | INVINH | 1.211 | 1.74E-06 | ↓* |
| Solyc11g042850 |  | FK | 1.094 | 6.28E-05 | ↑*** |
| Solyc04g071340 | CYFBP | FBP | 1.061 | 8.80E-24 | ↑*** |
| Solyc09g091030 | BAM1 | BAM | 1.024 | 9.79E-14 |  |
| Solyc10g086730 | CFBP1 | FBP | 0.847 | 1.81E-37 | ↑* |
| Solyc02g084440 | FBA1/2 | FBA | 0.778 | 5.66E-15 | ↑*** |
| Solyc08g042000 | SPSA2 | SPS | 0.775 | 1.08E-06 | ↑*** |
| Solyc02g062340 | FBA1/2 | FBA | 0.743 | 1.20E-30 | ↑* |
| Solyc03g083090 | SSI | SS | 0.719 | 4.34E-05 |  |
| Solyc07g042550 | SS3 | SUS | 0.67 | 1.03E-04 | ↑*** |
| Solyc03g006860 | FK1 | FK | 0.642 | 4.10E-03 |  |
| Solyc03g121680 |  | CWIN | -1.748 | 2.01E-04 | ↓*** |
| Solyc12g099190 | VIF | INVINH | -2.266 | 1.13E-14 | ↓*** |
| Solyc08g079080 | LIN9 | VIN | -3.162 | 2.47E-03 | ↓*** |

^1^Difference between *35S::nahG* and WT in CT as reference.

^2^CWIN, cell-wall invertase; FBA, fructose biphosphate aldolase; INVINH, invertase inhibitor; FK, fructokinase; FBP, fructose-1,6-bisphosphatase; BAM, beta-amylase; SPS, sucrose phosphate synthase; SS, starch synthase; SUS, sucrose synthase; VIN, vacuolar invertase.

^3^↑, upregulated in *35S::nahG*; ↓, downregulated; *, significantly differentially expressed between *35S::nahG* and WT in CT, P<0.05; ***, P<0.001.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 17

**Supplementary Table 12.** Carbohydrate transport-related genes that are significantly differentially expressed between *35S::nahG* and WT in LTMH.

|  | | | **LTMH** | | **CT^1^** |
| --- | --- | --- | --- | --- | --- |
| **GeneID** | **Gene** | **Family**^2^ | **log_2_(FC)** | **FDR q** |  |
| Solyc08g080300 | SlSTP6 | STP | 4.096 | 1.88E-03 |  |
| Solyc03g114200 | SlSWEET5a | SWEET | 3.82 | 1.58E-06 |  |
| Solyc11g017010 | SlSUT1 | SUT | 1.279 | 3.23E-02 |  |
| Solyc03g093410 | SlSTP16 | STP | 1.189 | 6.52E-04 | ↑*^3^ |
| Solyc01g080680 | SlSFP3 | SFP | 1.007 | 1.20E-02 |  |
| Solyc11g012450 | SlINT4 | INT | 0.952 | 4.98E-07 |  |
| Solyc01g008240 | SlSTP9 | STP | 0.61 | 3.23E-11 |  |
| Solyc02g005180 | SlSFP2 | SFP | 0.602 | 2.95E-03 | ↓*** |
| Solyc02g086920 | SlSWEET6a | SWEET | -0.605 | 1.31E-03 | ↓*** |
| Solyc08g082770 | SlSWEET7a | SWEET | -0.644 | 6.87E-22 | ↓*** |
| Solyc05g024260 | SlSWEET12c | SWEET | -1.041 | 1.42E-03 |  |
| Solyc04g064630 | SlSWEET1c | SWEET | -1.313 | 4.51E-04 |  |
| Solyc09g074530 | SlNEC1 | SWEET | -1.924 | 3.45E-64 | ↓*** |

^1^Difference between *35S::nahG* and WT in CT as reference.

^2^ STP, sugar transporter protein; SUT, sucrose transporter; SFP, sugar facilitator protein; INT, inositol transporter.

^3^↑, upregulated in *35S::nahG*; ↓, downregulated; *, significantly differentially expressed between *35S::nahG* and WT in CT, P<0.05; ***, P<0.001.

# Supplementary material for: Low Salicylic Acid Level Improves Pollen Development Under Long-Term Mild Heat Conditions in Tomato
**Source:** Front Plant Sci. 2022 Apr 11;13:828743. doi: 10.3389/fpls.2022.828743
**Supplement:** Supplementary file 18

**Supplementary Table 13.** Overrepresentation of hormone-related gene sets in *35S::nahG* in LTMH conditions.

|  | **LTMH** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Low-SA > WT** | | **Low-SA < WT** | | **Total** | | |
| **ABA metabolism (17)**^1^ |  | 1 |  | 0 |  | 1 | (522) 41^3^ |
| **ABA signalling (139)** |  | 7 |  | 2 |  | 9 |  |
| **ABA response (370)** |  | 20^**2^ |  | 12 |  | 32^*^ |  |
| **auxin metabolism (30)** |  | 1 |  | 0 |  | 1 | (521) 31 |
| **auxin transport (99)** |  | 4 |  | 3 |  | 7 |  |
| **auxin signalling (131)** |  | 9^*^ |  | 3 |  | 12 |  |
| **auxin response (311)** |  | 8 |  | 8 |  | 16 |  |
| **brassinosteroid metabolism (56)** |  | 2 |  | 1 |  | 3 | (154)  8 |
| **brassinosteroid signalling (53)** |  | 1 |  | 1 |  | 2 |  |
| **brassinosteroid response (47)** |  | 3 |  | 0 |  | 3 |  |
| **cytokinin metabolism (31)** |  | 1 |  | 3 |  | 4 | (161) 16 |
| **cytokinin signalling (37)** |  | 2 |  | 2 |  | 4 |  |
| **cytokinin response (93)** |  | 3 |  | 5 |  | 8 |  |
| **ethylene metabolism (36)** |  | 5^***^ |  | 1 |  | 6^*^ | (189) 10 |
| **ethylene signalling (58)** |  | 0 |  | 1 |  | 1 |  |
| **ethylene response (96)** |  | 3 |  | 1 |  | 4 |  |
| **gibberellin metabolism (44)** |  | 1 |  | 2 |  | 3 | (122)  7 |
| **gibberellin signalling (3)** |  | 0 |  | 0 |  | 0 |  |
| **gibberellin response (75)** |  | 1 |  | 3 |  | 4 |  |
| **jasmonate metabolism (70)** |  | 4 |  | 3 |  | 7 | (303) 28 |
| **jasmonate signalling (67)** |  | 2 |  | 5 |  | 7 |  |
| **jasmonate response (177)** |  | 7 |  | 7 |  | 14 |  |
| **salicylic acid metabolism (29)** |  | 1 |  | 1 |  | 2 | (227)  7 |
| **salicylic acid signalling (17)** |  | 0 |  | 1 |  | 1 |  |
| **salicylic acid response (182)** |  | 3 |  | 3 |  | 6 |  |

^1^The number in brackets indicates the total number of genes in the subset.

^2^Red shades indicate overrepresentation of gene sets.

^3^Summary per hormone, with the total number of genes in the set between brackets and total number of differentially expressed genes.

*, significantly overrepresented as determined by Chi-square test with Yates’ correction, P < 0.05; **, P < 0.01; ***, P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

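Anther RNA of 4 tomato lines was sequenced by the authors in CT and LTMH, in 29 libraries. The passages above use the 14 libraries of WT and 35S:nahG, and the closing part also uses the 15 libraries of Never ripe and 35S:asCCD7. Samples were assigned to line, temperature and replicate from the labels of the deposited tables, and no column was left unassigned.

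The count values were made by the authors, who removed adapters and low-quality reads, aligned the reads with hisat2 to the tomato genome and counted them per gene with featureCounts at default settings. The counts were used as deposited, as whole reads per gene with no normalization. The FPKM values were made by the authors from these counts, per kilobase of gene length and per 1e6 counted reads, and were used as deposited for the principal component analysis alone. The count table lists 35092 genes, of which 1167 have no Solyc identifier and 27368 had at least 1 read in the 14 libraries. Over all 29 libraries the median was 34474482 counted reads. Medians were 37686821.5 in Never ripe CT, 33625358 in Never ripe LTMH, 34352094 in 35S:asCCD7 CT and 35112822 in 35S:asCCD7 LTMH.

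Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its minimum count of 10 over the 14 libraries of WT and 35S:nahG. For the other lines it was applied to the libraries compared, which kept 20244 genes in Never ripe and 20175 in 35S:asCCD7. After TMM normalization, dispersions were estimated with estimateDisp, and groups were compared with glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjustment over all tested genes. Each comparison used only its own groups, as the paper did. The interaction was fitted over the 4 groups of both lines. Adjustment over the list alone is given for the JAZ and AUX/IAA lists, which were taken from the legends of Supplementary Figures 4 and 5. For a gene with at most 3 reads in each library of a group, the fold was computed against 3 reads and is given as a lower bound. RLE normalization in place of TMM left the median log2 fold change of all tested genes near 0 in each comparison, for 35S:nahG against WT in LTMH at −0.00245 beside −0.0043 with TMM.

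The choice of tests, thresholds, gene lists, alternatives and named genes was made before the data were examined, except where a setting or test is said to have been chosen later. The named genes were those that the Results or Discussion name and that Supplementary Tables 9 to 12, Supplementary Table 1, the legends of Supplementary Figures 4 and 5 or the Discussion pair with an identifier. To these were added the 3 highest and 3 lowest log2 fold changes of 35S:nahG against WT in LTMH among DEGs whose libraries did not overlap and whose mean was at least 1 CPM. Genes of GO terms were summarised as lists, from the genes printed in Supplementary Tables 6 and 7.

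Gene sets of Supplementary Table 1 were tested when the held list had the size given in the paper. This left 13 sets, each tested for higher, lower and all DEGs with two-sided Fisher's exact tests on tested genes. The sets for auxin transport, cytokinin signaling and response, ethylene, gibberellin, jasmonate and salicylic acid were not used here, and neither was Supplementary Table 4, of which only 1040 genes were held. Clustering along chromosomes was measured as the number of neighbouring tested genes called in the same direction at both temperatures, against 10000 permutations of gene positions.

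The alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, RLE normalization, all 4 groups in one fit, the replicate number as a block, no fold change threshold and leaving out each library in turn. For the principal components they were log2(FPKM + 1), log2(FPKM + 0.1), no filter on low FPKM and a filter at an FPKM of 10. For the gene sets they were a background of all listed genes and the chi-square test with Yates' correction. The tests were tried on simulated data with 200 genes changed 3-fold in counts of the same depth and dispersion. There edgeR recovered from 81.5% to 88% of the changed genes in the pairwise comparisons, with between 4 and 7 other genes called, and 76.5% in the interaction, with 10 others. DESeq2 recovered from 86.5% to 91.5% in the pairwise comparisons, with between 20 and 41 other genes called. No pair of the 39 pairs of libraries compared within groups held the same counts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.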

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

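The tests of explanations for the results of Never ripe and 35S:asCCD7, including the fit with library size alone, those on several lines together and those on points of anther development were chosen only after the results were seen.

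In 6 of the 86 groups of 4 libraries examined, 1 library lay far outside the other 3 by Dixon's criterion, where chance gives 4.3. MPK3 was at 41.45 CPM in 35S:nahG CT replicate 2 against 9.28 to 12.8 in the others, and CYP704B1 at 786.9 CPM in WT CT replicate 3 against 64.5 to 184. SlSWEET6a was at 134.8 CPM in WT CT replicate 3 and SlSWEET7a at 38.95 CPM in 35S:nahG CT replicate 2. Of the low values, the HSFA6b gene Solyc06g053950 was at 0.2011 CPM in 35S:nahG CT replicate 2, and the cell wall invertase gene Solyc03g121680 was at 0.03002 CPM, a single read, in 35S:nahG CT replicate 3. No explanation was tested for single libraries, whose number is close to that given by chance.

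The LTMH response differed between 35S:nahG and WT in 2185 genes. When genotype labels were permuted within temperatures, 1 of 100 regroupings gave as many, the real grouping itself (highest other 1447). As regroupings mix the lines, this tests for any difference between them, and not for the response alone. Of the named genes that had reads above the limit of detection in all groups compared, the difference was called for MPK3 (2.62 on the log2 scale), WBC27 (−8.22), CYP704B1 (−6.44) and CYP703A2 (−5.81), for the aldolase genes Solyc01g110360 (0.97) and Solyc02g084440 (0.59), and for BAM1 (1.02) and Lin5b (4.01). It was also called for SlSWEET6a (1.91), SlSWEET7a (0.80), SlSWEET12c (−0.97), SlSWEET1c (−1.67), SlNEC1 (2.69), IAA16 (1.00), IAA13 (1.72), IAA14 (0.99), IAA35 (2.14) and JAZ13 (−1.15). For WBC27, CYP704B1 and CYP703A2, a difference in developmental stage between the libraries and an effect of low SA cannot be told apart, since genes that vary with these tapetum genes in the other lines were also lower in 35S:nahG in LTMH (median log2 fold change −0.76), while genes that vary against them were not higher (−0.09). In Never ripe, WBC27, CYP704B1 and CYP703A2 differed from WT in LTMH by log2 fold changes of −5.01, −3.22 and −3.47. In 35S:asCCD7 they differed by −0.86, −1.04 and −0.18. None of these differences was called by edgeR. For the other genes no technical explanation was tested singly.

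The paper does not analyse the libraries of Never ripe and 35S:asCCD7. Between LTMH and CT, 1821 genes were DEGs in Never ripe and 1598 in 35S:asCCD7, and in each line the real grouping was the 1 of 35 splits with as many (highest other 0 in Never ripe and 5 in 35S:asCCD7). All 9 tested JAZ genes had a smaller LTMH response in Never ripe than in WT (median log2 difference −2.02), and 7 of the differences were called. With library size alone in place of TMM normalization, the median over all tested genes was 0.121 and that of the JAZ genes −1.88, with the same number called, which argues against a shift of all genes from library composition. When a single library was left out, at least 4 of the 7 genes stayed called, the lowest number being without WT LTMH replicate 4, and all 7 kept a negative log2 difference. A biological reading, that ethylene perception takes part in this response, is a hypothesis.

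In CT and LTMH alike, 149 genes differed from WT in the same direction in 35S:nahG, Never ripe and 35S:asCCD7. Since the same WT libraries served in each comparison, lines that differ from shared WT libraries in genes of their own were simulated, and these gave from 1 to 5 such genes in 10 simulations, which argues against the shared WT libraries as the whole reason. The genes lay next to each other along chromosomes 46.2 times as often as after permuting gene positions, so that segments that differ between the WT plants and the other lines may explain part of them.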

How the results depend on the processing

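No test in this part was chosen after the result was seen, apart from the setting of DESeq2 with no filter on low counts and the neighbouring pairs in any direction.

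Without the fold change threshold, DEGs between LTMH and CT numbered 7629 in WT, 11014 in 35S:nahG, 4123 in Never ripe and 2771 in 35S:asCCD7. Those between the lines numbered 5379 in LTMH and 7486 in CT, and the interaction was called for 3857 genes. The shared LTMH response rose to 5269 genes (69.1% of the DEGs in WT) and the shared genotype difference to 2340. Among TIR1/AFB and AUX/IAA genes, 7 were then higher and 3 lower in 35S:nahG in LTMH. The odds ratio for the pollen set turned from below to above 1 (1.08), and for the HSR set it rose to 1.73 and passed adjustment (Fisher's exact test, adjusted p = 0.0075).

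With the replicate number of the labels as a replicate block, 701 genes were DEGs in Never ripe and 909 in 35S:asCCD7, 2 JAZ genes were called lower in 35S:nahG in LTMH and 1 was called higher by LTMH in 35S:asCCD7. Correlations between libraries of the same number, after removal of the group means, ran from −0.393 to 0.26 over the comparisons, so that the numbers were not shown to pair libraries. The block spends degrees of freedom, and calls lost with it are not shown to be smaller effects. With DESeq2 in place of edgeR, 1 JAZ gene was called higher by LTMH in Never ripe.

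Of the 2016 DEGs between the lines in LTMH, 1914 were called in the same direction with DESeq2, 1919 with no filter on low counts, 2012 with RLE normalization, 1697 with all 4 groups in one fit and 1537 with the replicate block. With DESeq2 and no filter on low counts, 1885 were.

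Across the fits that each left out 1 library, DEGs ran from 2856 to 3967 in WT, from 5401 to 5877 in 35S:nahG, from 1220 to 1866 in Never ripe and from 831 (without CT replicate 3) to 1969 (without CT replicate 4) in 35S:asCCD7. Between the lines they ran from 1526 to 1867 in LTMH and from 3007 to 3710 in CT. JAZ genes called lower in 35S:nahG in LTMH ran from 0 to 6, and those with a called interaction from 1 to 2 (without WT LTMH replicate 3). JAZ genes called higher by LTMH ran from 0 to 1 (without LTMH replicate 3) in Never ripe and from 1 to 3 in 35S:asCCD7, and those called with a smaller response than in WT from 4 (without WT LTMH replicate 4) to 8 in Never ripe and from 0 to 2 (without LTMH replicate 3) in 35S:asCCD7. The median log2 fold change of the light harvesting genes ran from −0.65 to −0.59 for LTMH in 35S:nahG and from 0.89 to 1.11 between the lines in LTMH.

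The odds ratio of the pollen set ran from 0.313 (without 35S:nahG LTMH replicate 4, Fisher's exact test, adjusted p = 0.0157) to 0.959, and that of the HSR set from 0.821 (without WT LTMH replicate 2) to 1.32. The odds ratio for higher DEGs in the carbohydrate set ran from 2.91 to 3.31. Log2 fold changes near 0 changed sign. They ran from −0.0211 to 0.0342 for MPK6 and from −0.0456 to 0.0620 for COI1 between the lines in LTMH, from −0.96 to 0.00506 for MPK3 and from −0.21 to 0.16 for the HSFA6b gene Solyc06g053950 between the lines in CT, and in the interaction from −0.10 to 0.62 for JAZ2 and from −1.73 to 0.89 for JAZ11, which had almost no reads in CT.

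For single genes, leaving out 1 library changed 68 of 558 calls or directions (48 lost, 9 gained and 11 with the sign changed). DESeq2 changed 4 of 75 (1 lost, 3 gained), no filter on low counts 2, all 4 groups in one fit 6 of 65 (4 lost, 2 gained), the block 7 and the missing fold change threshold 3, while RLE normalization changed 0.

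The clustering ratio of the differences between the lines at both temperatures was 2.51 without the fold change threshold, 38.6 at a fold change of at least 4, 6.97 with DESeq2, 8.79 with no filter on low counts and 4.75 for pairs in any direction. For genes that responded to LTMH in both lines it was 1.42, 6.21, 2.03, 2.39 and 1.41 in the same order.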

Differences from the paper's values

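No test in this part was chosen after the result was seen, apart from the setting of DESeq2 with no filter on low counts and the gene EmH5.

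For the genes lower in 35S:nahG in LTMH in the ABA signaling set, the count was 1, against the paper's 2. Of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 2. With no filter on low counts the count was 1, and without the fold change threshold it was 8, which also differed from the paper's. Counts of higher expressed genes differed from the paper's too, for the pollen (5 here), HSR (11), carbohydrate (23), ABA signaling (5) and ABA response (19) sets. DESeq2 gave the paper's count for the pollen and HSR sets. It did not for the carbohydrate (22), ABA signaling (6) and ABA response (19) sets.

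The paper's numbers of genes higher and lower expressed in 35S:nahG in LTMH, 1007 and 1086, were 980 and 1036 here. They were 996 and 1060 with DESeq2 in place of edgeR, and 1008 and 1088 with DESeq2 and no filter on low counts, a setting chosen after seeing the values. Over the 63 genes of Supplementary Tables 9 to 12, log2 fold changes differed from the paper's by a median of 0.002 and by at most 0.364 with edgeR, and by at most 0.001 with DESeq2.

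The paper lists CALS5 as higher expressed in the low-SA line in LTMH. Its edgeR adjusted p-value was 0.0736, and it was called with DESeq2 (0.00474), without 35S:nahG LTMH replicate 2 (0.0106) and, chosen after seeing the values, with DESeq2 and no filter on low counts (0.00665). The paper lists CYP703A2 as lower expressed. Its adjusted p-value was 0.0504, and it was called with DESeq2 (0.0222), with no filter on low counts (0.0443), with all 4 groups in one fit (0.0378), without WT LTMH replicate 4 (0.0022) and, chosen after seeing the values, with DESeq2 and no filter on low counts (0.0242). The paper also lists RMI2 (Solyc11g066690) as lower expressed. Its log2 fold change was −0.72 with an adjusted p-value of 0.0674, and it was called with DESeq2 (0.0372), with all 4 groups in one fit (0.0202), with the replicate block (0.0437), without WT LTMH replicate 4 (0.0461), without 35S:nahG LTMH replicate 3 (0.0419) and, chosen after seeing the values, with DESeq2 and no filter on low counts (0.0453).

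The paper states that TDF1 was already lower in the low-SA line in CT. Its log2 fold change there was −1.28 with an edgeR adjusted p-value of 0.136, and it was called without WT CT replicate 2 (0.00953). The paper states that MPK6 was lowered by LTMH in WT as a significant change. It was 1.34-fold lower with an adjusted p-value of 0.00707, below the fold change threshold, and was called without that threshold.

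The paper counts an LTI65 ortholog and an LEA gene among the genes higher in 35S:nahG in LTMH. The LTI65-like gene did not pass the filter for low counts and had an edgeR adjusted p-value of 0.117 without that filter. DESeq2 with no filter on low counts, chosen after seeing the values, called it (0.0476), and of the LEA genes examined it called EmH5 (0.0246), a gene picked after its values were seen.

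The paper describes genes of ABA response and auxin signaling as overrepresented among the higher expressed genes. By Fisher's exact test the p-value was 0.0768 for the former and 0.0462 for the latter, and neither passed adjustment over the 39 tests (0.591 for both), with a lowest adjusted p-value of 0.0518 over the alternatives for each. Unadjusted, Fisher's exact test gave a p-value under 0.05 for both sets with no filter on low counts (0.00964 and 0.0156), without the fold change threshold (0.00656 and 0.0189) and with a background of all listed genes (0.00499 and 0.00532). It did so for ABA response without 35S:nahG LTMH replicate 2 (0.00451), and for auxin signaling with DESeq2 (0.0487), without WT LTMH replicate 3 (0.0087) and without 35S:nahG LTMH replicate 3 (0.00988).

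The paper states that JAZ genes were less upregulated by LTMH in 35S:nahG. Tested as the interaction, 1 of 9 was called, JAZ13, which was not higher in LTMH than in CT in either line, and JAZ3 was called without WT LTMH replicate 3 (edgeR adjusted p = 0.00815).

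Supplementary Figure 2 plots 13 of the 14 libraries, with about 40% and about 19% of the variance on its axes (read by eye). Over those 13 libraries the shares were 40.4% and 18.8%, and over all 14 they were 39.2% and 19.3%.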

Other observations

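The tests on several lines together, on points of anther development and on shared WT libraries were chosen only after the results were seen. So were those on pairs of splits and on lists cut to the same number of genes. This also holds for tests on lines other than 35S:nahG against WT, except LTMH responses of JAZ genes in Never ripe and 35S:asCCD7.

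For LTMH against CT, the real grouping was the 1 of 35 splits of the libraries with as many DEGs in WT (highest other 564) and in 35S:nahG (highest other 18), and so it was for 35S:nahG against WT in CT (1 of 35, highest other 0). For 35S:nahG against WT in LTMH it was 1 of 10 splits (highest other 0). With 3 libraries on each side no smaller share is possible, so that splits of these 6 libraries do not decide on their own. Of the 2016 DEGs, 887 were also DEGs in the same direction in CT and 109 in the opposite direction. Only the real pair among the 700 pairs of splits of the LTMH and the CT libraries gave as many shared genes (share 0.00143). This followed from the single splits, since no other split of either temperature called a gene. For these 887 genes it argues against a chance arrangement at both temperatures together, and does not decide on the LTMH libraries alone. For the other 1129 genes, an effect of genotype and a chance arrangement cannot be told apart by the 10 splits.

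More genes were DEGs in 35S:nahG than in WT between LTMH and CT. A larger spread between WT CT libraries was tested as the whole reason. The ratio stayed at 1.47 or more when all groups shared a dispersion or when a WT CT library was left out, which argues against it. When genotype labels were permuted within temperatures, however, 49 of 100 regroupings gave a ratio as far from 1. Regroupings mix lines that differ in many genes, and their DEGs numbered at most 3482 in the group with fewer and 5577 in the other, below the 3695 and 5837 of the real lines. Their ratios therefore do not decide whether the ratio arose by the allocation of libraries, which stays open.

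The lower JAZ expression in 35S:nahG in LTMH did not depend on a single WT LTMH library in its direction. Without each WT LTMH library in turn, 9 of the 9 genes kept a negative log2 fold change, while the number called ran from 0 to 6. For the tapetum genes, only 2 of TDF1, WBC27, CYP704B1 and CYP703A2 had all WT LTMH libraries above all 35S:nahG LTMH libraries. Their mean ran from −0.51 to 4.11 log2 CPM over the WT LTMH libraries, highest in replicate 3, so that an effect of genotype and a single WT library cannot be told apart for the other 2 with 3 libraries.

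Differences between the lines at both temperatures lay close together along chromosomes. Of 872 such genes, 140 neighbouring pairs went in the same direction, against 18.5 after permuting gene positions (highest 35), 7.58 times as many (permutation p = 1e-04, the smallest these permutations can give, one-sided). Genes that responded to LTMH in both lines also neighboured each other, 2.07 times as often as after permutation (314 pairs among 2510 genes, or 12.5 pairs per 100 genes against 16.1). When this list was cut to 872 genes, the ratio was 2.56 for the smallest p-values, 3.90 for the largest fold changes (71 pairs) and 1.98 at random. At the same number of genes the LTMH response thus held fewer neighbouring pairs, which argues against neighbouring genes that change together as the whole reason, though not as a part of it. Chromosome 9 held 194 of the 872 genes, 12.9% of its tested genes against 1.7% to 4.7% on the other chromosomes. A candidate explanation is residual donor genome around the transgene or elsewhere, since the line was introgressed into Micro-Tom. Reads that align poorly because of sequence variants in such segments would also lower counts there, which was not tested. The small-HSP genes, the HSP40 gene Solyc09g018960, SlNEC1 and MPK3 lie among such genes, so that their difference from WT is not shown to be an effect of low SA.

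The 149 genes that differed from WT in 35S:nahG, Never ripe and 35S:asCCD7 at both temperatures (86 higher and 63 lower) also clustered. Of the 148 with a position, 24 neighbouring pairs were found against 0.519 after permutation, 46.2 times as many (permutation p = 1e-04, the smallest these can give). The longer list of 35S:nahG was not cut to this number of genes, so that the ratios of both lists are not compared. Simulated lines that differed from shared WT libraries each in its own genes gave at most 5 such genes, which argues against the shared WT libraries as the whole reason, so that a difference between the WT plants and the plants of all 3 lines, such as chromosome segments, is a candidate explanation. Of the 2016 DEGs between 35S:nahG and WT in LTMH, 386 (19.1%) were called in the same direction in both other lines. MPK3 was among them, as were HsfA9, Solyc04g081530, Solyc01g110360, BAM1, LIN9, SlSWEET1c and SlNEC1. The small-HSP genes and the HSP40 gene Solyc09g018960 were not. Solyc04g081530 and LIN9 were also called in the same direction in all 3 lines in CT. By edgeR, MPK3 differed from WT in LTMH by a log2 fold change of 2.79 in Never ripe (adjusted p = 0.0318) and 2.28 in 35S:asCCD7 (adjusted p = 0.00966). In CT it was also higher in Never ripe (2.95, edgeR adjusted p = 2.44e-07) and 35S:asCCD7 (2.68, adjusted p = 0.000657), and not in 35S:nahG. Among genes at both temperatures in 35S:nahG and in no other line, 133 of 361 lay on chromosome 9.

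The light harvesting genes were higher than in WT in LTMH in all 3 lines, with median log2 fold changes of 0.96 in 35S:nahG (22 of 23 called), 0.90 in Never ripe (16 called) and 1.16 in 35S:asCCD7 (13 called). In CT the medians were 0.54, −0.39 and 0.27. Since the lines share the 3 WT LTMH libraries, the mean log2 CPM of these genes was compared over the 13 LTMH libraries. All 10 libraries of the lines lay above the 3 of WT, by a mean of 1.12. The real split was the 1 of 286 with a difference as large (exact permutation p = 0.0035, two-sided). The paper chose these genes as higher in 35S:nahG than in the same WT LTMH libraries, which favours such a difference in any line. Libraries of a line are also not independent replicates for this contrast, so the splits do not decide whether WT differs from the lines. Higher expression than in these WT libraries was found in the other lines too, and is not shown to be particular to low SA. A difference in developmental stage was weighed with the 15 libraries of the other lines, where the slope of the light harvesting genes on the mean of the tapetum genes within groups was 0.00945 (SE 0.0369). With the lower tapetum mean of 35S:nahG in LTMH (−2.99), this predicts a shift from −0.28 to 0.22 on the log2 scale (95% interval). The mean difference between the lines was 1.11, and 1.14 was left after the predicted shift (95% interval 0.70 to 1.57), which argues against stage, as far as the tapetum genes measure it, as the whole reason. A property of the WT LTMH plants, or an effect shared by the lines, stays open and was not tested.

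The JAZ genes were lower than in WT in LTMH in all 3 lines by their medians (−0.66 in 35S:nahG, −0.38 in Never ripe and −1.17 in 35S:asCCD7), with 4, 0 and 2 genes called and 8, 0 and 5 at an unadjusted p-value under 0.05. Over the 13 LTMH libraries, 8 of the 10 libraries of the lines lay below all WT libraries and 1 lay above them. Of the 286 splits, 13 gave a difference as large as that of −0.97 (exact permutation p = 0.0455, two-sided). As libraries of a line are not independent replicates for this contrast, the splits do not decide whether WT differs from the lines. This list and those of the light harvesting and AUX/IAA genes were chosen for the permutation after their fold changes had been seen, and the p-values are not adjusted for that choice. In Never ripe, 8 of the 9 genes were already higher than in WT in CT (median 1.49), and LTMH raised 0 of them there (1 at an unadjusted p-value under 0.05) and lowered 1. The smaller LTMH response in Never ripe may thus start from their level in CT. In 35S:asCCD7, LTMH raised 2 genes, and 0 were called with a different response from WT (4 at an unadjusted p-value under 0.05). The median correlation of the JAZ genes with the tapetum genes was 0.152, and 0.229 of random lists gave one as high. Their mean difference between 35S:nahG and WT in LTMH was −0.82 (SE 0.293). The shift expected from the tapetum genes was −0.0859 (95% interval −0.556 to 0.384), a small part of it. What was left, −0.73, had a 95% interval that includes 0 (−1.73 to 0.27). The difference was thus too imprecise with these libraries to tell developmental stage and genotype apart for these genes.

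Libraries may differ in the developmental stage of their anthers. TDF1, WBC27, CYP704B1 and CYP703A2 varied together within groups of Never ripe and 35S:asCCD7 (pairwise correlations from 0.43 to 0.969 over 15 libraries). The 100 genes that varied most with them there had a median log2 fold change of −0.76 between 35S:nahG and WT in LTMH, outside the range of random lists (−0.19 to 0.19, permutation p = 1e-04, the smallest these can give), and 0.45 in CT. Of the 29 DEGs among them in LTMH, 28 were lower. The 100 genes that varied most against the tapetum genes would be higher in anthers at a later stage. Their median was −0.09 in LTMH, where 0.0025 of random lists gave one as low, and 3 of the 6 DEGs among them were higher. In CT the lists went opposite ways, as a difference in stage would have it (−0.25 for this list), and so they did between LTMH and CT in WT (−0.58 and 0.10) and in 35S:nahG (−2.68 and 0.18). As they do not do so between the lines in LTMH, sampling at different points of development and an effect of genotype on the tapetum cannot be told apart, and no other measure of stage was analysed here.

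The AUX/IAA genes were lower in 35S:nahG than in WT in CT (7 of 18 called, median log2 fold change −0.51) and responded more positively to LTMH (10 called). Their median correlation with the tapetum genes in the other lines was −0.448, with 17 of 18 negative, and 1e-04 of random lists, the smallest share these can give, had one as low. By the medians, the lower expression in CT was found in 35S:nahG only, the median difference from WT over 19 genes being −0.57, against 0.19 in Never ripe and 0.24 in 35S:asCCD7. In LTMH, 4 genes were called higher than in WT in 35S:nahG (median 0.19), 4 in Never ripe (0.33) and 7 in 35S:asCCD7 (0.91), among them IAA13, IAA16 and IAA35 in all 3 lines. These comparisons share the 3 WT LTMH libraries. Of the 286 splits of the 13 LTMH libraries, 13 gave a difference in mean log2 CPM as large as that of 0.42 (exact permutation p = 0.0455, two-sided). As libraries of a line are not independent replicates for this contrast, the splits do not decide whether WT differs from the lines. From the slope on the tapetum genes, a shift of −0.16 between 35S:nahG and WT was expected in CT and of 0.20 in LTMH, where the mean differences were −0.65 and 0.16. In CT, −0.49 was left (95% interval −0.88 to −0.11), which argues against stage, as far as the tapetum genes measure it, as the whole reason there. A difference in developmental stage may explain the difference in LTMH and part of that in CT, besides an effect of low SA on auxin signaling, which was not tested.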
